# Telomerase Depletion Accelerates Ageing of the Zebrafish Brain

**DOI:** 10.1111/acel.70280

**Published:** 2025-10-28

**Authors:** Raquel R. Martins, Savandara Besse, Pam S. Ellis, Rabia Sevil, Naomi Hartopp, Catherine Purse, Georgia Everett‐Brown, Owain Evans, Nadiyah Mughal, Mina H. F. Wahib, Zerkif Yazigan, Samir Morsli, Ada Jimenez‐Gonzalez, Andrew Grierson, Heather Mortiboys, Chrissy Hammond, Michael Rera, Catarina M. Henriques

**Keywords:** ageing, behaviour, blood–brain barrier (BBB), brain, inflammation, senescence, telomerase, TERT, transcriptomics, zebrafish

## Abstract

Decreased telomerase expression, telomere shortening, senescence‐associated markers, and inflammation have all been independently observed in the ageing brain and associated with disease. However, causality between limited telomerase expression and brain senescence and neuro‐inflammation in the natural ageing setting is yet to be established. Here, we address these questions using the zebrafish as an ageing model. Akin to humans, zebrafish display premature ageing and death in the absence of telomerase and telomere shortening is a driver of cellular senescence. Our work shows for the first time that telomerase deficiency (*tert* ^*−/−*^ *)* accelerates key hallmarks of ageing identified in the Wild Type (WT) zebrafish brain at transcriptional, cellular, tissue and functional levels. We show that telomerase depletion accelerates ageing‐associated transcriptomic changes associated with dysregulation of stress response and immune genes. These are accompanied by accelerated in situ accumulation of senescence‐associated markers and inflammation in the aged brain. Importantly, in vivo, these changes correlate with increased blood–brain barrier permeability and increased anxiety‐like behaviour. Of note, the acceleration of senescence‐associated markers in the absence of tert occurs not only in the expected proliferative areas but also in non‐proliferative ones, where it is unlikely due to telomere‐dependent replicative exhaustion. This suggests that non‐canonical roles of telomerase may be involved. Together, our work shows that telomerase has a protective role in the zebrafish brain against the accumulation of senescence and neuro‐inflammation and is required for blood–brain barrier integrity.

**Abbreviations**
2,6‐DCPIP: 2,6‐dichlorobenzenone‐indophenol sodium salt
4‐MU‐chitotrioside: 4–methylumbelliferyl–β‐D‐N, N′, N″‐triacetylchitotriose
AD: Alzheimers disease
ALS: amyotrophic lateral sclerosis
ANOVA: analysis of variance
ATH: ageing transcriptional hallmarks
BBB: blood‐–brain barrier
BCA: bicinchoninic acid
bp: base pair
BSA: bovine serum albumin
Ce: cerebellum
Cent: centromere
CNS: central nervous system
DAPI: 4′,6‐diamidino‐2‐phenylindole
DAVID: database for annotation, visualisationvisualization, and integrated discovery
DDR: DNA damage response
DEG: differential expression gene
dH2O: distilled water
Die: diencephalon
DNA: deoxyribonucleic acid
Dpf: day post fertilisation
dscDNA: double‐stranded cDNA
EDTA: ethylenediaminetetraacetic acid
ENU: N‐ethyl‐N‐nitrosourea
FAM: carboxyfluorescein
FISH: fluorescence in situ hybridisation
GEO: gene expression omnibus
GOBP: gene ontology biological pathway
h: hours
HBSS: Hanks buffered solution
IF: immunofluorescence
IP: intraperitoneal injection
IR: irradiation
KCN: potassium cyanide
KEEG: Kyoto encyclopaedia of genes and genomes
KH_2_PO_4_
: potassium dihydrogen phosphate
KO: knock‐out
LCP1: Lplastin
LMF: Wolfson light microscopy facility
LPS: lipopolysaccharide
MgCl2: magnesium chloride
Min: minutes
MO: medulla oblongata
NaCl: sodium chloride
NADH: nicotinamide adenine dinucleotide reduced disodium salt
NFkβ: nuclear factor kappa β
nm: nanometresnanometers
NO: novel object
NPCs: neural progenitor cells
NSCs: neural stem cells
O.C.T: mounting media
OT: optic tectum
PBS: phosphate buffered saline
PCA: principal component analysis
PCNA: proliferating cell nuclear antigen
PFA: paraformaldehyde
PNA: peptide nucleic acid
RIN: RNA integrity number
RNA: ribonucleic acid
RPM: revolutions per minute
RT: room temperature
SASP: senescence‐associated secretory phenotype
sec: seconds
SITraN: Sheffield Institute for Translational Neuroscience
SSC: saline‐sodium citrate
TE: Tris‐EDTA
Tel: telencephalon
Telo: telomere
Tert: telomerase
TERT: telomerase reverse transcriptase
TNFα: tumour necrosis factor alpha
WT: wild‐typeZIRC, wild‐type ZIRC, Zebrafish international resource center

## 1 Introduction

Brain ageing and related neurodegenerative diseases have dramatic consequences on quality of life and medical care costs. Dementia, one of the most prevalent manifestations of neurodegenerative disease, affects 23 million people in the UK alone at a cost of around £26 billion a year to the NHS (Collins et al. 2022; Panca et al. 2019; Wittenberg et al. 2019). Understanding the mechanisms underlying brain ageing holds the promise of uncovering therapeutic targets for multiple age‐associated brain diseases, aiming at ameliorating quality of life throughout the life course.

There are well‐known hallmarks of ageing which include telomere attrition, cellular senescence, stem cell exhaustion and chronic inflammation, amongst others (Lemoine 2021; Lopez‐Otin et al. 2023). Telomeres are (TTAGGG)n DNA repeats that, together with a complex of proteins (known as Shelterin), create a ‘cap‐like’ structure at the end of linear chromosomes (de Lange 2004), preventing them from being recognised as deleterious DNA double strand breaks (Ferreira et al. 2004). However, in humans, due to time‐ and cell‐specific limited telomerase expression, telomeres shorten with each cell division, eventually leading to proliferative exhaustion and replicative senescence (Bodnar 1998; d'Adda di Fagagna et al. 2003). Even though senescent cells stop proliferating, they are metabolically active, releasing several inflammatory, tissue remodelling, and growth factors, known as Senescence Associated Secretory Phenotype (SASP) (Coppe et al. 2010). Consequently, accumulation of senescent cells can contribute to impairment of tissue homeostasis, via decreased proliferation and chronic low level inflammation, and has been linked to several age‐associated diseases (Ovadya and Krizhanovsky 2014; Tuttle et al. 2021). Importantly, cellular senescence accumulates with ageing in humans, and this can be thought of as a general stress response (Dimri et al. 1995; Birch and Gil 2020; Fridlyanskaya et al. 2015).

Restricted telomerase expression and consequent telomere dysfunction are key hallmarks of natural ageing in humans, underpinning multiple age‐related diseases (Blackburn et al. 2015). As tissues with high cellular turnover present accelerated telomere erosion (Bodnar 1998; Lee et al. 1998), it is reasonable to think that telomerase functions are likely to primarily affect highly proliferative tissues. Accordingly, premature accumulation of critically short telomeres has been identified in highly proliferative tissues such as the gut, in tert‐deficient animal models, including first generation zebrafish *tert* ^*−/−*^ mutants (and late generation TERT KO mice) (Lee et al. 1998; Henriques et al. 2013; Anchelin et al. 2013; Carneiro et al. 2016). Nevertheless, because senescence has been shown to ‘spread’, in a phenomenon described as paracrine senescence, telomere‐dependent genome instability and replicative senescence may lead to a non‐cell autonomous increase in senescence‐associated markers and inflammation (Lex et al. 2020). This means that the role of telomerase and telomeres is not restricted to highly proliferative tissues. To complicate things further, growing evidence suggests that the Tert component of telomerase also has non‐canonical activities, independent of its action at telomeres (Goodman and Jain 2011; Romaniuk et al. 2018; Segal‐Bendirdjian and Geli 2019; Sung et al. 2014). In the nucleus, these non‐canonical functions include transcriptional regulation of genes involved in inflammation, namely of nuclear factor kappa β (NFkβ) and tumour necrosis factor alpha (TNFα) (Deacon and Knox 2018; Ghosh et al. 2012; Mattiussi et al. 2012), as well as genes involved in cell proliferation (Choi et al. 2008; Sarin et al. 2005) and survival (Cao et al. 2002; Rahman et al. 2005). Telomerase can also translocate to the mitochondria, where it has been shown to play a protective role against DNA damage and oxidative stress (Ahmed et al. 2008; Haendeler et al. 2009). In the brain, considered a predominantly post‐mitotic tissue, telomerase has been shown to have a protective role against excitotoxicity (Eitan et al. 2012), oxidative stress (Spilsbury et al. 2015) and neuronal death (Lee et al. 2010), all involved in neurodegenerative diseases. Studies in late‐generation telomerase‐deficient mice have suggested that limited telomerase expression is associated with premature accumulation of senescence‐associated markers in different cell populations in the CNS, including Purkinje neurons, cortical neurons, and microglia (De Felice et al. 2014; Jaskelioff et al. 2011; Jurk et al. 2012; Raj et al. 2015). However, it is still unclear whether this is due to telomere length maintenance or non‐canonical functions of telomerase (Choi et al. 2008; Sarin et al. 2005).

There are many different stimuli that can cause cellular senescence beyond telomere‐dependent replicative senescence. These include epigenetic alterations, oxidative stress, mitochondrial dysfunction, inactivation of tumour suppressor genes, mechanical or shear stress, pathogens and activation of oncogenes (Hernandez‐Segura et al. 2018; Tripathi et al. 2021). What causal role telomerase and telomere dysfunction play in CNS senescence in humans is, however, not clear, even if implicated (Yu et al. 2023). Telomere shortening has been associated with neurodegenerative diseases, including Parkinson's and AD (Papageorgakopoulou et al. 2024), including via glia activation and pathogenesis (Vellingiri et al. 2023). Of note, a recent study analysing human brain biobank data from over 30,000 patients identified a positive correlation between shorter leukocyte telomere length (used as a proxy for the patient's general telomere length) and neurodegenerative phenotypes (Topiwala et al. 2023). Additionally, cellular senescence‐associated markers have been reported in human neuroinflammation and neurodegenerative diseases. Increased levels of DNA damage checkpoints such as p53, p21 and p16, as well as SASP factors, have been observed in the spinal cord and brain of patients with amyotrophic lateral sclerosis (ALS) (De Felice et al. 2014) and Alzheimer's disease (AD) (Bhat et al. 2012), respectively. Higher mRNA levels of p16INK4a in the substantia nigra pars compacta (SNpc) were also observed in post‐mortem tissue of patients with Parkinson's disease (PD) compared to healthy controls (Chinta et al. 2018). Moreover, senescence, neuroinflammation and oligomeric tau have been associated with AD pathology, recently reviewed here (Gaikwad et al. 2024). Hence, growing evidence suggests that, despite being a low proliferative tissue, the CNS accumulates senescence or at least senescence‐associated markers, and that this may be associated with brain diseases of ageing. However, causality between limited telomerase expression and increased senescence and neuro‐inflammation in the natural ageing setting is yet to be established. Nevertheless, reducing putative senescent cells leads to improvement of cognitive decline in aged mice, suggesting an active role for senescence in this phenotype (Bussian et al. 2018). It remains to be determined which cell populations undergo senescence in natural ageing, in the CNS, and what type of senescence this is: replicative (telomere‐dependent) or stress‐induced senescence. Understanding whether and how telomerase restriction may contribute to ageing‐associated brain degenerative phenotypes would help understand the fundamental mechanisms of brain functional decline and potentially contribute to the uncovering of new therapeutic targets to delay or prevent disease.

The role of telomerase restriction and its consequences in natural ageing may benefit from additional and complementary models, beyond the mouse, where most lab strains have significantly longer telomeres than humans and show little evidence of replicative senescence (Forsyth et al. 2002; Gomes et al. 2011). The zebrafish may offer such a model since, like in humans, telomerase depletion leads to a significant decrease in health and lifespan (Henriques et al. 2013; Anchelin et al. 2013; Carneiro et al. 2016; Henriques and Ferreira 2012). As it was shown that the zebrafish brain presents low levels of tert in the adult brain and that tert expression decreases further with ageing (Sprungala, n.d.; Zambusi et al. 2020), we hypothesised that limited expression of Tert in the aged zebrafish brain contributes to brain degeneration with ageing. To our knowledge, this manuscript represents the first broad characterisation of zebrafish brain ageing in the presence and absence of telomerase (Tert).

To test our hypothesis, we performed RNA sequencing in whole brains of zebrafish throughout their life course in both the presence and absence of telomerase (tert). Specifically, we compared WT and *tert* ^*−/−*^ siblings derived from *tert* ^+/−^ in‐crosses throughout their life course *tert* ^*−/−*^ zebrafish, extensively characterised elsewhere (Henriques et al. 2013; Anchelin et al. 2013; Carneiro et al. 2016), display no telomerase activity and have significantly shorter telomeres from birth, consequently ageing and dying prematurely. Ageing is usually described as a time‐dependent change in tissue homeostasis that increases the probability of disease and death (Hayflick 2007). However, whether the genes and pathways driving or accompanying these time‐dependent changes are also consistently changing in a time‐specific manner remains unresolved (Rando and Wyss‐Coray 2021). We therefore decided to combine a time‐series analysis (STEM), which allowed the identification of genes and pathways that are consistently up or down‐regulated over time, with the more traditional differential gene expression (DEGs) analysis between young and old animals. This combined strategy allowed the identification of genes that change in a monotonic, time‐dependent manner (STEM), versus genes that change at specific stages of life (DEGs). Both transcriptomic analyses, combined with enrichment strategies, highlighted increased immune response and decreased proliferation as the main signatures of ageing in both WT and *tert* ^*−/−*^ zebrafish brains. We then asked which specific WT ageing‐associated gene changes (STEM and standard DEG comparisons between time points) were accelerated, that occurred at an earlier age, in the absence of telomerase (i.e., tert). The more refined STEM‐based analyses identified 6 specific gene changes accelerated from the age of 9–16 months in *tert* ^*−/−*^ and 11 from the age of 18–24, contrasting to 30–36 months in WT. Broader DEG comparisons‐based analyses were used to identify DEGs of ‘old age’ (WT young vs. old) and then compared with *tert* ^*−/−*^ at the different ages to determine how telomerase depletion may accelerate transcriptomic changes of ‘old age’. This approach identified 4 DEGs accelerated from the early age of 2–6 months in *tert* ^*−/−*^; 639 from the age of 9–16; and 109 from the age of 18–24. These transcriptomic changes were accompanied by an in situ acceleration of senescence‐associated markers and inflammation. In vivo, telomerase depletion accelerated ageing‐associated increases in blood–brain barrier permeability and increased anxiety‐like behaviour. Together, our work shows that telomerase has a protective role in the zebrafish brain against the accumulation of senescence and neuro‐inflammation and is required for BBB integrity.

## 2 Results

### 2.1 Telomerase (Tert) Depletion Accelerates Transcriptomic Changes of Ageing in the Zebrafish Brain

Tissue‐specific transcriptomic analysis over the life course can offer important insights into the downstream molecular mechanisms underpinning age‐associated pathologies. Significant research is being dedicated to these approaches in different animal models, including in mice (Schaum et al. 2020; Tabula Muris, C 2020; Zhang et al. 2021). To identify telomerase‐dependent and ‐independent transcriptional signatures of ageing in the zebrafish brain, we performed RNA‐Sequencing of whole brain tissue throughout the lifespan of WT and telomerase‐deficient (*tert* ^*−/−*^) fish (Figure 1 and supplementary source data files). 

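Poly(A) RNA from whole brains of male zebrafish of the AB background was sequenced from directional libraries. Labels exist for 20 libraries of 7 groups, 4 ages of WT and 3 ages of tert−/−, and the WT fish were siblings of the tert−/− fish. The data analysed here are the authors' DESeq2 comparison of WT brains at 30–36 months with WT brains at 2–6 months; tables for the other ages and for tert−/− were not analysed here. The labels hold 3 libraries of WT at 30–36 months and 2 of WT at 2–6 months, Fig. 1 gives 3 per group, and the paper's text does not name the libraries that entered the comparison. The ages used here are the paper's ranges, and the labels give 2 months for the young and over 30 months for the old WT fish. For each gene, the authors' deposited table gives a mean normalized count, a log2 fold change of old over young fish with its standard error, a Wald statistic, a p and a Benjamini-Hochberg adjusted p, and it lists only genes with an adjusted p under 0.05. It holds no value per library, so no spread between fish could be computed, and the standard errors given with the genes are those of the authors' fit. The log2 fold changes are shrunken estimates, while the calls rest on the Wald test. An interval around a shrunken value can therefore include 0 for a called gene without contradicting its call. A gene that is not in the table was not called, was not tested or is among 47 called genes that its adjusted p values imply and it does not list, and these cases could not be separated. The lowest mean normalized count of a listed gene was 3.75 and the median 188 in the authors' deposited table, and the total counts per library are not in the table. Genes were then grouped into 31 lists of pathways, complexes and cell type markers. For the 26 lists with at least 5 called genes, the numbers of higher and lower genes were set against those of all other called genes in Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 26 lists. The test compares directions among called genes, treats genes as independent although they are not independent replicates, and does not measure enrichment, since genes that were not called are not listed. For the same reason no count adjusted over the list alone can be given.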

While *tert* ^*−/−*^ fish have a lifespan of c. 18–24 months, WT fish typically die between c. 36–42 months of age (Carneiro et al. 2016). The data shown here include 4 age groups of WT (2–6, 9–16, 18–24, and 30–36 months), corresponding to young, adult, median lifespan, and old, respectively. As the *tert* ^*−/−*^ fish have a shorter lifespan compared with their WT siblings, the data include three age groups of telomerase‐deficient fish (2–6, 9–16, and 18–24 months), which correspond to young, medium lifespan, and old (see Materials & Methods for further explanation of genotypes and ages chosen) (Figure 1A). The reads were aligned to the latest zebrafish genome build GRCz11 (Lawson et al. 2020) and resulted in uniquely mapped read percentages ranging from 92.1% to 94.4%, which is considered good quality (Lawson et al. 2020). All samples had at least 10 million uniquely mapped reads. To analyse the overall impact of the genotype and age on transcriptomic regulation, we performed a Principal Component Analysis (PCA) and observed that the samples cluster mainly *per* age (Figure S1A).

**FIGURE 1:**
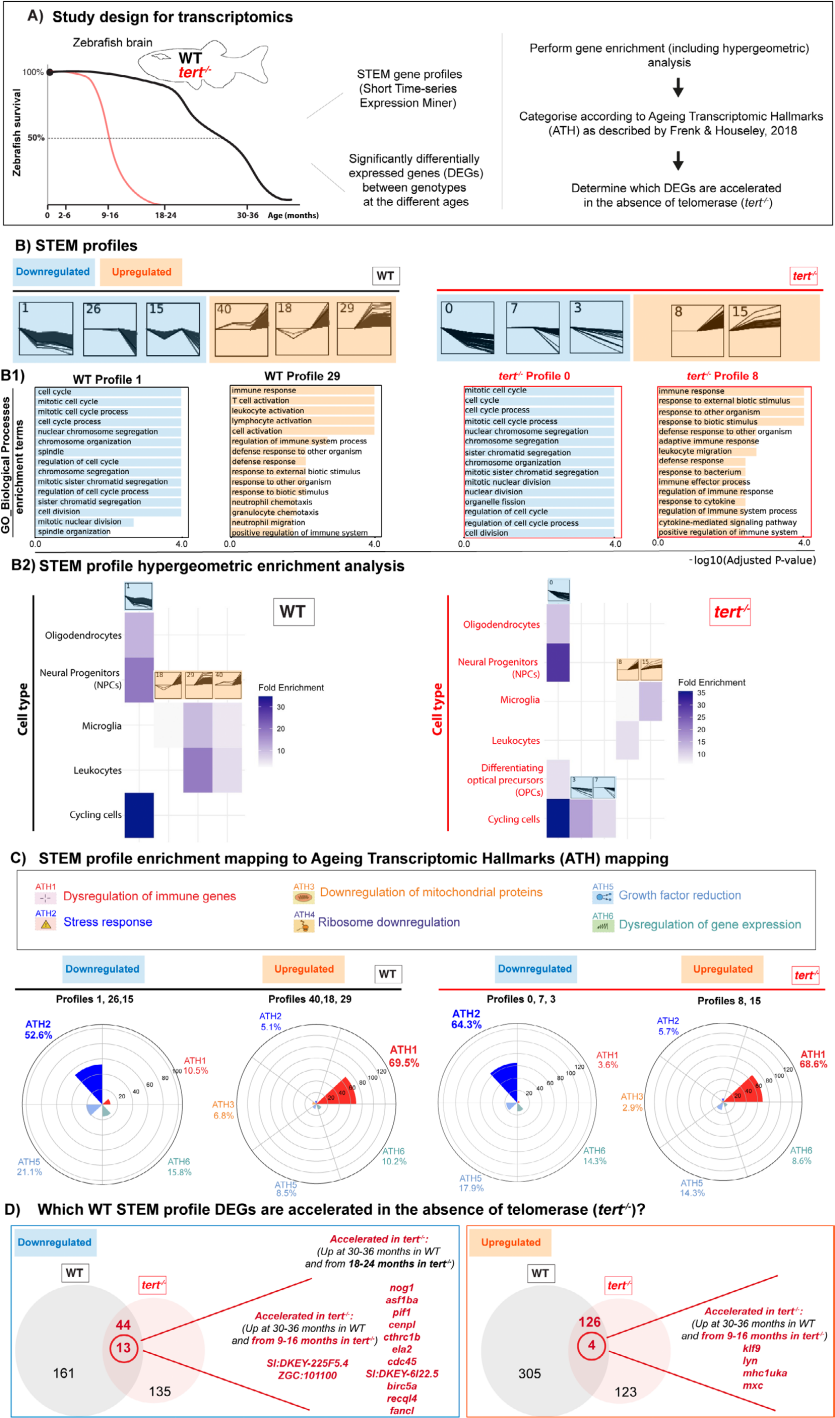
Transcriptomic signatures of ageing in the presence and absence of telomerase in the zebrafish brain. (A) Schematic figure of the study design for transcriptomics: RNA from whole brain tissue from young (2–6 months), young adult (9–16 months), middle aged (18–24 months) and old, (30–36 months) WT fish, and young (2–6 months), middle aged (9–16 months) and old (18–24 months) *tert* ^*−/−*^ fish was used for RNA sequencing. *N* = 3 per group. Transcriptomic alterations of ageing were analysed using two complementary approaches: STEM profiles and traditional DEG analysis between genotypes at different ages. Enrichment analysis and hypergeometric analysis were performed to identify the predominant pathways altered with ageing in the presence and absence of telomerase, and the DEGs were mapped to the ageing transcriptomic hallmarks (ATH). (B) Plots of the profiles identified by the STEM analysis (profiles containing down‐regulated genes in blue and profiles containing up‐regulated genes in orange) in both WT and *tert* ^*−/−*^ zebrafish brains, and (B1) top enrichment pathways (GOBP) identified in representative profiles. (B2) STEM profile hypergeometric enrichment analysis in WT and *tert* ^*−/−*^ brains identified which cell populations are mainly affected with ageing in the presence and absence of telomerase. (C) The genes identified by STEM analysis were then mapped to ATH. Plots show the proportion of genes mapped to each ATH, in both WT and *tert* ^*−/−*^ fish. (D) Venn diagrams highlight the genes identified in the STEM profiles of WT fish that are accelerated in the absence of telomerase (i.e., in *tert* ^*−/−*^ fish).

We performed a time‐series analysis (STEM) (Figure 1 and supplementary source (SS) data), which allowed the identification of genes and pathways that are consistently up or down‐regulated over time. In parallel, we performed a broader, more traditional differential gene expression (DEGs) analysis at the different time points, in WT and *tert* ^*−/−*^ (Figure S1 and Data S1). For the time‐series analysis, we grouped the gene expression data into temporal expression profiles using Short Time‐series Expression Miner (STEM) software (Ernst and Bar‐Joseph 2006). To determine whether the temporal profiles were associated with specific biological processes and pathways, pathway over‐representation analysis (ORA) was performed for the genes assigned to the significant STEM profiles. In the WT brain, we identified 6 temporal profiles, 3 of them including overall up‐regulated genes (profiles 40, 18, and 29), and 3 including overall down‐regulated genes (profiles 1, 26 and 15). In the *tert* ^*−/−*^ brain, time‐series analysis revealed 5 different profiles. Profiles 8 and 15 contained overall up‐regulated genes and profiles 0, 7 and 3 contained overall down‐regulated genes (Figure 1B and Data S1). We then performed two types of enrichment analysis strategies: Gene Ontology Biological Pathway (GOBP) and hypergeometric. GOBP analysis of STEM profiles highlighted up‐regulation of immune response and down‐regulation of cell‐cycle and related pathways with ageing in both WT and *tert* ^*−/−*^ zebrafish brains (Figure 1B1). The hypergeometric enrichment analysis allowed us to further investigate the cellular context of age‐associated transcriptional changes. To do this, we mapped the gene sets from significant STEM profiles in WT and *tert* ^*−/−*^ mutant brains onto a published zebrafish brain single‐cell dataset (Anneser et al. 2024). This dataset was chosen because it provides high‐quality profiles (> 16,000 cells at ~8000 UMIs per cell), detailed annotations of unsorted cells capturing the full cell repertoire, and accessible raw and processed data. In WT brains, the major down‐regulated trajectory (STEM profile 1) was most strongly enriched for genes expressed in cycling cells, with lesser enrichment in neural progenitor cells (NPCs) and oligodendrocytes, indicating a decline in proliferative and myelinating populations with age. Similarly, in *tert* ^*−/−*^ mutants, multiple down‐regulated profiles (0, 3 and 7) showed enrichment for cycling cells, NPCs, oligodendrocytes, and additionally in differentiating oligodendrocyte progenitor cells (OPCs). In contrast, upward trajectories in both WTs (profiles 18, 29 and 40) and *tert* ^*−/−*^ mutants (profiles 8 and 15) were enriched for leukocytes and microglia, consistent with increased immune activity during ageing (Figure 1B2). These enrichment analyses were further supported when we contextualized pathway enrichments within the hallmarks of ageing, using a previously described strategy (Zane et al. 2023) (see additional details in Materials and Methods). Here, we mapped known GOBP terms to experimentally identified ageing transcriptomic hallmarks (ATH) (Frenk and Houseley 2018). ATH mapping identified dysregulation of immune genes (ATH1) in up‐regulated STEM profiles and stress response (ATH2) in down‐regulated STEM profiles in both WT and *tert* ^*−/−*^ zebrafish (Figure 1C and Data S1). 

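Among the genes called between WT brains at 30–36 and 2–6 months, those of cell division were lower in the old fish, as were most of DNA replication and chromatin regulation. Of 125 annotated genes of the list of cell cycle and mitosis, 72 were called and all 72 fell, with a median log2 fold change of -1.84 and a range from -3.82 to -0.24 (Fisher's exact test against all other called genes, adjusted p = 5.78e-20), and 53 are not in the table. Called markers of other cells fell as well, with 35 of 36 lower for neural progenitors and young neurons, 25 of 29 for oligodendrocytes and all 14 for endothelial cells. mki67, a marker of dividing cells, was 10.9 times lower, at a log2 fold change of -3.45 (standard error 0.36, adjusted p = 2.57e-20) in the authors' deposited table. top2a, a DNA topoisomerase, was 6.98 times lower, at -2.80 (standard error 0.27, adjusted p = 1.64e-22) in the authors' deposited table. In the authors' deposited table, cenpf, a kinetochore protein, had a log2 fold change of -2.70 (standard error 0.29), and aspm, a protein of the spindle poles, one of -2.29 (standard error 0.24). Of 68 annotated genes of DNA replication, 23 fell and 1 rose, with a median of -1.74 (Fisher's exact test, adjusted p = 2.10e-05), and 44 are not in the table. The log2 fold change in the authors' deposited table was -2.32 (standard error 0.36) for mcm2, a subunit of the replicative helicase, and -2.23 (standard error 0.41) for rrm2, a subunit of ribonucleotide reductase. The gene that rose was dhfr, which encodes dihydrofolate reductase, at 0.82 (standard error 0.28, adjusted p = 0.00498) in the authors' deposited table. Of 150 annotated genes of chromatin regulation, 46 fell and 11 rose, with a median of -0.41 (Fisher's exact test, adjusted p = 4.66e-05), and 93 are not in the table. Those that fell include the de novo DNA methyltransferases dnmt3aa, at -1.32 (standard error 0.10, adjusted p = 1.44e-35), and dnmt3ba, at -1.66 (standard error 0.18) in the authors' deposited table. tet3, which oxidizes methylated cytosine, was at -0.61 (standard error 0.07) and the histone demethylase gene kdm6bb at -0.96 (standard error 0.12), while sirt7, a deacetylase, was higher at 0.91 (standard error 0.22) in the authors' deposited table. The call of the chromatin list ended when only genes with an absolute log2 fold change of at least 1 were kept (2 of 5 genes higher, adjusted p = 0.655, in a range from 1.20e-05 to 0.655 over its alternatives), and that of the cell cycle list ended among genes with a mean normalized count of at least 200 (6 genes, all lower, adjusted p = 0.0686, in a range from 3.25e-24 to 0.0686), where 1 gene of DNA replication was left. mki67 is among 121 called genes with an absolute log2 fold change of at least 3, of which 37 lie within 500 kb of another.

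**Figure D1:**
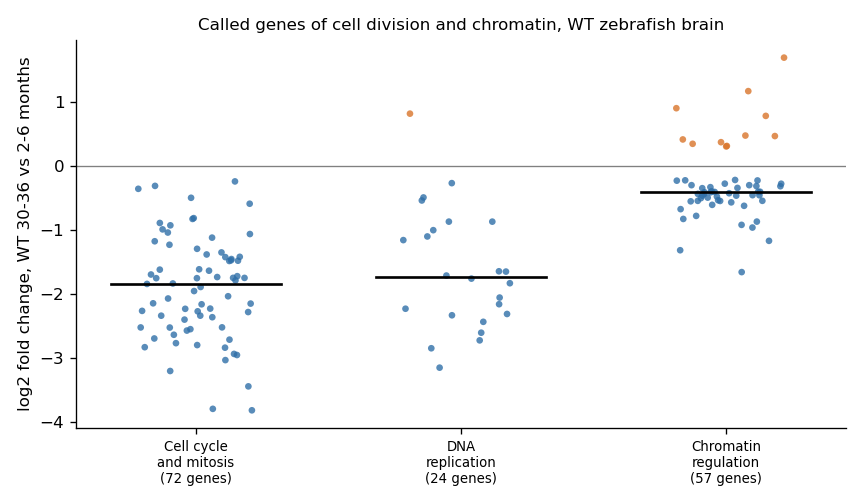
Log2 fold change of the called genes of 3 lists, WT brains at 30–36 against 2–6 months, from the authors' deposited table. Each point is 1 gene, lower genes in blue and higher genes in orange, and the bar is the median of the list; all 72 genes of cell cycle and mitosis lie under 0.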

The broader analysis of ‘DEGs of old age’ (WT young vs. old) showed a GOBP enrichment for cell cycle, division, chromatin organization, and chromosome segregation, and down‐regulation of DNA transcription as the top 5 enriched pathways. Notably, when mapped to ATH, this broader analysis identified dysregulation of gene expression, stress response, and dysregulation of immune genes as the top 3 hallmarks of old age (Frenk and Houseley 2018) (Figure S1 and Data S1), supporting the STEM analysis. 

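Called genes of antigen presentation, microglia and macrophages, the interferon response and lymphocytes were mostly higher in old WT brains, though most annotated genes of the last 3 lists are not in the table, while the called genes of the stress lists went both ways. All 27 called genes of antigen presentation, of 53 annotated, rose (median log2 fold change 1.21; Fisher's exact test, adjusted p = 2.56e-08), among them b2m, the light chain of MHC class I, at 2.07 (standard error 0.29, adjusted p = 2.09e-11) and nlrc5, a regulator of MHC class I genes, at 2.58 (standard error 0.34) in the authors' deposited table. Of 86 annotated genes of microglia and macrophages, 29 rose and 3 fell (median 1.12; Fisher's exact test, adjusted p = 2.43e-06). The paper's staining, which counts cells and not RNA, showed more L-plastin-positive, mpeg-positive cells with age. It takes these as macrophages and microglia (Fig. 3A1). In the authors' deposited table, ncf1, a subunit of the phagocyte NADPH oxidase, was 3.34 times higher, at 1.74 (standard error 0.18, adjusted p = 2.62e-19), and csf1ra, a receptor of microglia, was at 1.33 (standard error 0.31). Among the members that fell was mrc1a, a mannose receptor, at -0.79 (standard error 0.22) in the authors' deposited table. Of 82 annotated genes of the interferon response, 23 rose and 3 fell (median 1.28; Fisher's exact test, adjusted p = 0.000108). Their largest value in the authors' deposited table was that of mxc, a homolog of the myxovirus resistance genes, at 4.51 (standard error 0.91, adjusted p = 4.88e-06), beside 4.43 (standard error 0.79) for ifi44a1 and 0.77 (standard error 0.13) for the ubiquitin ligase gene trim25. Of 66 annotated lymphocyte genes, 16 rose and 4 fell (Fisher's exact test, adjusted p = 0.0121). The higher ones include ptprc, which the list of microglia and macrophages shares. By staining, the paper found no rise with age of L-plastin-positive, mpeg-negative cells, to which it assigns T and B cells and neutrophils (Fig. 3A2). The direction of these genes is thus no count of lymphocytes. il2rb, a chain of the interleukin-2 receptor, was at 2.56 (standard error 0.52) and the chemokine gene ccl38.6 at 3.41 (standard error 0.64), and pax5, a factor of B cells, was at -0.85 (standard error 0.52) with an interval that includes 0 in the authors' deposited table. csf3r, the receptor of granulocyte colony-stimulating factor, was at 0.87 in the authors' deposited table, with an interval that includes 0, and is 1 of 2 called neutrophil genes, both higher, too few for a test. Complement genes, with 3 higher and 2 lower, did not pass the test (adjusted p = 0.814), and the lower ones include cd59, an inhibitor of complement that the oligodendrocyte list shares. Markers of red blood cells, which could be present in a whole brain, were called 3 higher and 3 lower (adjusted p = 1), with the haemoglobin genes hbaa2 at 3.96 (standard error 0.92) and hbba2 at 1.85 (standard error 0.89) and the red cell carbonic anhydrase gene cahz at -0.47 (standard error 0.08) in the authors' deposited table. Heat shock and protein folding genes were 6 higher and 9 lower (adjusted p = 0.795), those of oxidative stress 5 higher and 1 lower (adjusted p = 0.169), and those of DNA damage and repair 3 higher and 11 lower (adjusted p = 0.104), and none of these 3 lists passed the test. The last 2 gained a call under 1 alternative each. At an absolute log2 fold change of at least 1, all 6 genes of DNA damage and repair were lower (Fisher's exact test, adjusted p = 0.00716). At a mean count of at least 200, 50% of 6 were higher. At an adjusted p under 0.01 for the genes, all 5 of oxidative stress were higher (Fisher's exact test, adjusted p = 0.0413). In the authors' deposited table, the co-chaperone gene bag3 was at 0.53 (standard error 0.13), ddit3, a factor of the unfolded protein response, at -0.78 (standard error 0.24), and dnajb1a at -0.89 (standard error 0.29). gadd45gb.1 was at -2.62 (standard error 0.35), parp1 at -0.37 (standard error 0.09) and the superoxide dismutase gene sod1 at 0.35 (standard error 0.09) in the authors' deposited table. Calls ended among genes with a mean normalized count of at least 200 for the interferon list (7 genes, adjusted p = 0.0725, in a range from 0.000107 to 0.0725 over its alternatives), and at 50 for the lymphocyte list (5 genes, adjusted p = 0.845, in a range from 0.00491 to 0.845), while too few genes for a test were left at 200 for lymphocytes (2 genes) and under the Bonferroni adjustment for microglia and macrophages (4 genes) and lymphocytes (3 genes). mxc, ifi44a1, ccl38.6 and hbaa2 are among the 121 called genes with an absolute log2 fold change of at least 3, of which 37 have another within 500 kb, and reads shared between paralogs were not tested. From the mapping of its differentially expressed genes to the hallmarks of ageing (Fig. S1), the paper reasons that gene expression, stress response and immune genes are the leading hallmarks of old age and that this backs its analysis of expression profiles over time. That mapping assigns genes by their annotation terms and not by direction. The paper also places cell cycle, senescence and DNA damage markers under stress response. The directions of the lists here therefore do not test it.

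**Figure D2:**
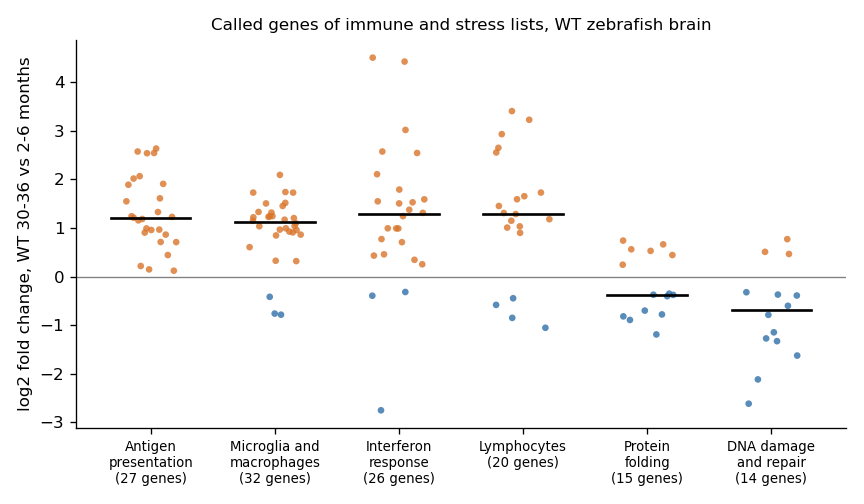
Log2 fold change of the called genes of 6 immune and stress lists, WT brains at 30–36 against 2–6 months, from the authors' deposited table. Each point is 1 gene, higher genes in orange and lower genes in blue, and the bar is the median of the list; all 27 genes of antigen presentation lie above 0.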

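In old WT brains, ctss2.1, a cathepsin S gene, parp3, a poly(ADP-ribose) polymerase gene, and cdkn2a/b, the fish counterpart of the genes of the cell cycle inhibitors p16 and p15, were higher than in young ones. ctss2.1 (ENSDARG00000074656) lies on chromosome 16 of GRCz11 from 29509133 to 29513434 and was 2.34 times higher, at a log2 fold change of 1.23 (standard error 0.58, adjusted p = 0.0207) in the authors' deposited table. The 95% interval that this standard error gives runs from 0.09 to 2.36. parp3 (ENSDARG00000003961) lies on chromosome 6 of GRCz11 from 42038358 to 42049350 and was 1.42 times higher, at 0.51 (standard error 0.13, adjusted p = 0.000435) in the authors' deposited table, with an interval from 0.26 to 0.76. cdkn2a/b (ENSDARG00000037262) lies on chromosome 1 of GRCz11 from 26127818 to 26131088 and was 1.98 times higher, at 0.98 (standard error 0.33, adjusted p = 0.00405) in the authors' deposited table, with an interval from 0.34 to 1.63. The mean normalized count in the authors' deposited table was 25.4 for ctss2.1, 237 for parp3 and 152 for cdkn2a/b. cdkn1a, the gene of the inhibitor p21, is not in the table. The calls of all 3 genes end under the Bonferroni adjustment over the number of tested genes that the table implies (adjusted p = 1 for ctss2.1 and cdkn2a/b and 0.348 for parp3).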

We further validated selected DEGs of old age by RT‐QPCR (*ctss2.1* and *parp3*) and/or in situ hybridization (*cdkn2a/b* ‘p16‐like’ and cdkn1a ‘p21‐like’) (Figure 2B3 and Figure S4).

**FIGURE 2:**
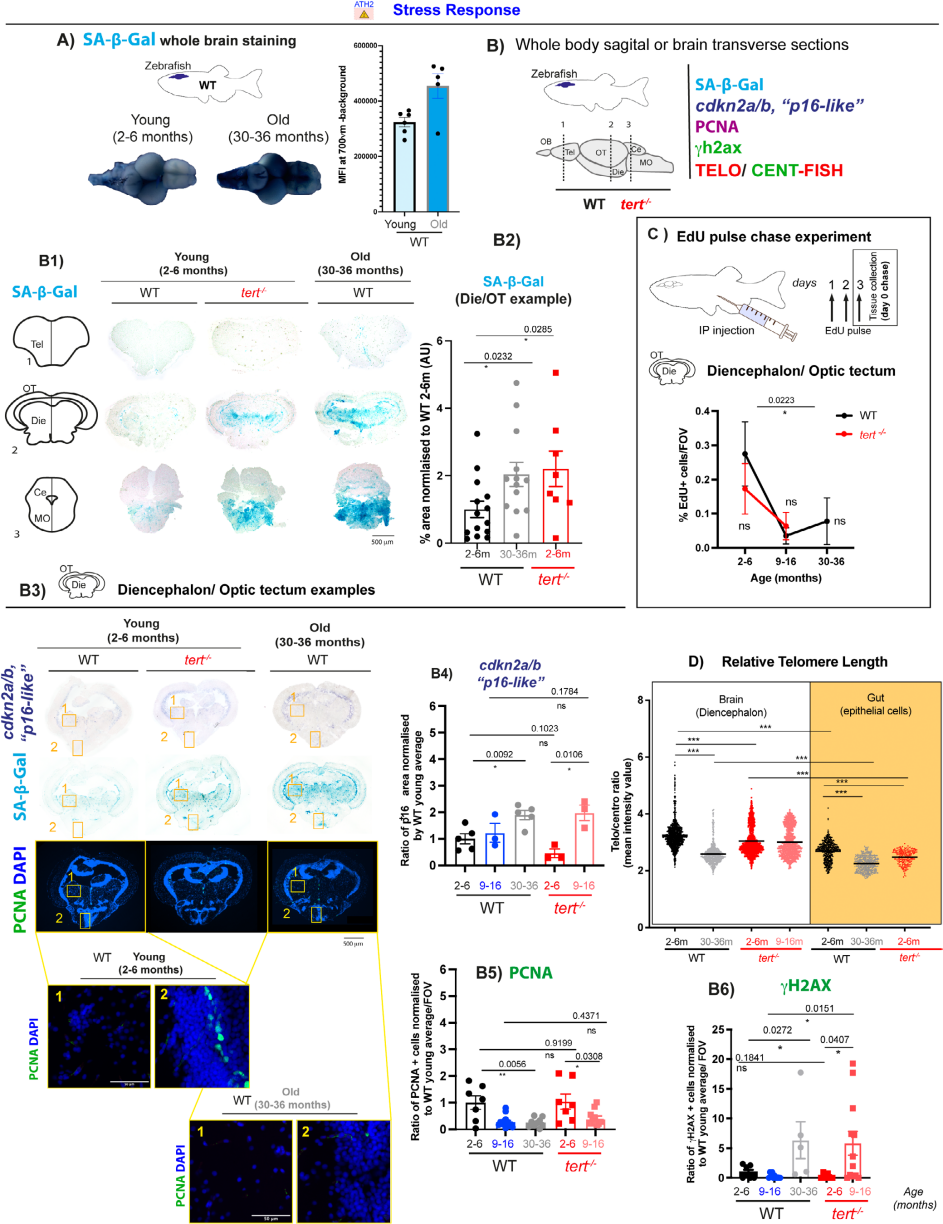
Telomerase (tert) depletion accelerates ageing‐associated stress response in the zebrafish brain. Brain tissue collected from 2–6 months, 9–16 months and 30–36 months WT fish, and 2–6 months and 9–16 months *tert* ^*−/−*^ fish were used to assess stress response by SA‐β‐Gal staining, *cdkn2a/b* (‘*p16‐like*’) RNA expression, proliferation (PCNA and EDU staining), telomere length and DNA damage. (A) Whole brain SA‐β‐Gal staining in young and old WT fish and respective quantification show an increased expression of SA‐β‐Gal in old WT brains compared to young ones. *N* = 5–6 per group. (B) Schematic figure showing the regions of the brain assessed for senescence‐associated markers. (B1) Representative images of SA‐β‐Gal staining in coronal cryosections of WT and *tert* ^*−/−*^ zebrafish show that there is an increased expression of SA‐β‐Gal in old WT zebrafish (30–36 months) and that a similar pattern is observed in *tert* ^*−/−*^ at the young age of 2–6 months, particularly in the diencephalon and optic tectum for which (B2) quantifications are shown. *N* = 8–14 per group. (B3) Representative images from in situ hybridisation in coronal cryosections, show an increased expression of *cdkn2a/b* (‘*p16‐like*’) in WT zebrafish > 30 months optic tectum and diencephalon, in areas where SA‐β‐Gal expression is observed. This increase in *p16* expression is already significant at 9–16 months of age in *tert* ^*−/−*^. Quantifications shown in B4. *N* = 3–5 per group. (B3) Representative images of PCNA and γH2AX staining in adjacent sections from zebrafish brain, in coronal cryosections. (B5) Proliferation assessed by PCNA staining show a decrease in proliferation with ageing in both WT and *tert* ^*−/−*^ fish but this is not accelerated in the absence of telomerase. *N* = 3–7 per group. (B6) DNA damage response assessed by γH2AX staining show increased DNA damage in WT fish 30–36 months, this increase is accelerated in the *tert* ^*−/−*^ fish from 9–16 months age. *N* = 3–7 per group. (C) Similar to what was observed by PCNA staining, proliferation assessment by EdU staining after a 3‐day pulse experiment show a decrease in proliferation with ageing in both WT and *tert* ^*−/−*^ brains, but this is not accelerated in the absence of telomerase. *N* = 3–7 per group. (D) Relative telomere length, assessed by telo/cent‐FISH, in longitudinal paraffin sections of zebrafish brain (white) and gut (yellow), show that telomere length decreases with ageing in WT fish (30–36 months) and that this is accelerated in young *tert* ^*−/−*^ fish (2–6 months). *N* = 4–5 per group. (A, B2, B4, B5, B6) Each dot represents one animal. (D) Each dot represents one cell. Error bars: SEM. *p < 0.05; **p < 0.01; ***p < 0.001. Abbreviations: OB, olfactive bulb; Tel, telencephalon; Die, diencephalon; OT, optic tectum; Ce, cerebellum; MO, medulla oblongata.

Finally, we asked which specific WT ageing‐associated gene changes from the STEM and standard DEG comparisons between time points were accelerated in the absence of telomerase (*tert* ^*−/−*^), that is, occurred at an earlier age than WT. The more refined STEM‐based analyses identified 6 specific gene changes accelerated from the age of 9–16 months in *tert* ^*−/−*^ and a further 11 from the age of 18–24 months, contrasting to old WT (30–36 months). These included down‐regulation of SI:DKEY‐225F5.4 (an ortholog to ZWINT human gene) and ZGC:101100 (aka dmbx2 in zebrafish‐ diencephalon/mesencephalon homeobox 2) and upregulation of *klf9* (Kruppel like factor 9), *lyn* (LYN proto‐oncogene, Src family tyrosine kinase), mhc1uka (major histocompatibility complex class I UKA), and mxc (myxovirus (influenza virus) resistance C) accelerated from the ages of 9–16 months in *tert^‐/‐^*. We identified a further 11 from the age of 18–24, contrasting to 30–36 months in WT (Figure 1C and Data S1). We performed a similar analysis using the broader ‘DEGs of old age’ (Figure S1C and Data S1). To do this, we compared DEGs identified in *tert* ^*−/−*^ zebrafish brains over time (i.e., 2–6 vs. 9–16 months and 2–6 vs. 18–24 months) with the WT ‘DEGs of old age’. We then selected only the ones that changed in *tert* ^*−/−*^ in the same direction as WT, that is, either up or downregulated, and further compared these with the corresponding age in sibling WT DEGs, to check whether they were accelerated in *tert* ^*−/−*^, i.e., changed at younger ages than the equivalent sibling WT. 

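Of the genes that differed between WT brains at 30–36 and 2–6 months, 1380 were higher and 1505 lower. The higher gene with the smallest adjusted p among those with a gene name was scg5, which encodes a chaperone of secretory granules, at 5.94 (standard error 0.46, adjusted p = 1.79e-34) in the authors' deposited table. A second gene annotated as SCG5, on chromosome 20, was lower, at -0.96 (standard error 0.17) in the authors' deposited table. pfkfb3, a regulator of glycolysis, was at 1.10 (standard error 0.11, adjusted p = 1.04e-20) and tp53bp2a, which encodes a binding partner of p53, at 1.27 (standard error 0.10) in the authors' deposited table. The lower genes with the smallest adjusted p in the authors' deposited table were cd59, an inhibitor of complement, at -1.26 (standard error 0.07, adjusted p = 3.36e-77), and plp1b, a myelin gene, at -2.12 (standard error 0.14, adjusted p = 2.92e-51). casp3a, an executioner caspase of apoptosis, was at -1.54 (standard error 0.13), and hapln1a, a link protein of the extracellular matrix, at -2.82 (standard error 0.20) in the authors' deposited table. The widest changes among genes with a mean normalized count of at least 50 in the authors' deposited table were those of LOC103911912 at 12.29 (standard error 2.89) and si:ch211-209l18.4 at -8.90 (standard error 0.98). scg5 and this last pair are among the 121 called genes with an absolute log2 fold change of at least 3, of which 37 have another within 500 kb. The share of called genes that was higher was 47.8% (exact 95% confidence interval 46.0 to 49.7, which treats genes as independent). The median log2 fold change was 0.76 for higher genes and -0.59 for lower genes, and 896 genes (31.1%) had an absolute log2 fold change of at least 1, of which 518 were higher and 378 lower. The table has 2887 entries, as 2 gene identifiers occur in 2 of them, and its adjusted p values imply 21135 tested genes, of which 2932 (13.9%) were called and 47 are not in the table. The share higher moved to 57.8% among genes with an absolute log2 fold change of at least 1 and to 40.8% under the Bonferroni adjustment.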

Using this strategy, we identified 1049 DEGs of old age accelerated in the absence of telomerase (*tert* ^*−/−*^), which comprised c.36% of the total (2887) ‘DEGs of old age’ (Figure S2 and Data S1). Within these, 4 ‘DEGs of old age’ were accelerated from the early age of 2–6 months in *tert* ^*−/−*^; 639 from the age of 9–16 and 109 from the age of 18–24, contrasting with the age of 30–36 in WT. Notably, when mapped to the ageing transcriptomic hallmarks of ageing, the ‘DEGs of old age’ accelerated in the absence of telomerase identified dysregulation of gene expression, stress response, and dysregulation of immune genes as the top 3 significantly enriched transcriptional hallmarks (Frenk and Houseley 2018), similarly to the overall DEGs of WT old, and to similar extents (Figure S3 and Data S1).

### 2.2 Telomerase (Tert) Depletion Accelerates Ageing‐Associated Stress Response in the Zebrafish Brain

Given our transcriptomic analysis results in 2.1, we proceeded to testing whether these changes were reflected at the cell and tissue level, starting with markers associated with the ‘stress response’ transcriptomic hallmark of ageing: cell cycle (also highlighted in both the GOBP and the hypergeometric analysis); senescence‐associated markers; DNA damage response and relative telomere length, in brain sections of WT and *tert* ^*−/−*^ zebrafish over their life course.

There is not a single marker that can be used on its own to irrefutably identify a senescent cell, and markers often described to be associated with senescence in proliferative tissues, such as P16 and P21, are highly expressed in terminally differentiated neurons (Huang et al. 2022; Vazquez‐Villasenor et al. 2020). This may confound the identification of putative senescent cells. Nevertheless, markers such as P16 have previously been identified as a good marker for predicting disease progression in Parkinson's Disease (PD) patients (Martin‐Ruiz et al. 2020) and with ageing (Idda et al. 2020). Acknowledging these limitations, we performed a broad characterisation of putative cellular senescence as a stress response using the following five main readouts (Hernandez‐Segura et al. 2018) (Figure 2B): (1) accumulation of Senescence‐Associated β Galactosidase (SA‐β‐Gal), a known biomarker of cellular senescence, at least in most of the cell types tested (Dimri et al. 1995), and often present in different types of senescence (Figure 2B1–B3); (2) levels of expression of cell cycle kinase inhibitors *p21* and *p16* genes (Figure 2B–2,4 and Figure S4B); (3) proliferation, by Proliferating Cell Nuclear Antigen (PCNA) expression and EdU pulse chase labelling (Figure 2B2,B5,C); (4) DNA Damage Response (DDR) by identifying cells with strong signal reflecting multiple γH2AX foci (Figure S5); and (5) relative telomere length (Figure 2D Figure S5B).

Our initial whole brain SA‐β‐Gal staining in WT zebrafish brains detected more intense blue staining in WT old (30–36 months), when compared to young (2–6 months), which motivated us to explore further (Figure 2A). To do this, we dissected and sectioned a separate set of brains to determine which regions had increased SA‐β‐Gal staining, comparing WT and *tert* ^*−/−*^ siblings at different ages. Our results showed a significant increase in SA‐β‐Gal with ageing in specific regions of the WT zebrafish brain, such as in the midline of the telencephalon, diencephalon, cerebellum and medulla oblongata (Figure 2B‐1). Accumulation of SA‐β‐Gal in the diencephalon, cerebellum and medulla oblongata was significantly accelerated in the absence of telomerase (*tert* ^*−/−*^), where, at 2‐6 months, the *tert* ^*−/−*^ brain is already displaying the pattern and levels of SA‐β‐Gal observed in old WT brains of 30–36 months of age (diencephalon quantification shown as a representative example in Figure 2B–2).

We then collected 2 further sets of zebrafish WT and *tert* ^*−/−*^ sibling brains to assess (a) *cdkn2a/b* ‘*p16‐like*’ (*RNA* in situ), PCNA (IF), *and* SA‐β‐Gal (chromogenic) (Figure 2) and (b) *cdkn1a* ‘*p21‐like’* and *cdkn2a/b* ‘*p16‐like’* genes (RNA in situ) (alongside a repeat of chromogenic SA‐β‐Gal as control) (Figure S4) in sequential sections of the respective animals. Our data show an increase in *cdkn2a/b* ‘*p16‐like’* expression levels with ageing in WT and *tert* ^*−/−*^, this is not accelerated by the absence of telomerase, either at 2–6 or 9–16 months (Figure 2B,B4). Notably, the increase in *cdkn2a/b* ‘*p16‐like’* expression was not accompanied by *cdkn1a* ‘*p21‐like’* expression (Figure S4B). We detected very little proliferation in the zebrafish brain—generally under 5% of PCNA^+^ cells per FOV in any region we looked (Figure S5A). Even after a 3‐day pulse with EdU, the % of EdU^+^ cells in the diencephalon/Optic tectum, where known proliferative niches reside, was under 1%/ FOV (Figure 2C). Nevertheless, both PCNA and EdU data show a significant decrease in proliferating cells with ageing in both WT and *tert* ^*−/−*^ in the diencephalon/optic tectum (PCNA and EdU), but this is not significantly accelerated in the absence of telomerase at the ages tested.

Another common marker of senescent cells is the accumulation of DNA damage response (DDR) markers, such as γH2AX foci. Our data show that very few cells accumulate γH2AX foci in the aged brain, in all regions tested (never more than 2% of cells (Figure S5A)). Nevertheless, we detected a significant increase in γH2ax^+^ cells with ageing in both WT and *tert* ^*−/−*^ in the cerebellum (Figure S5A2) and when we combine diencephalon with optic tectum regions (Figure 2B6). Notably, accumulation of DDR with ageing is accelerated in the absence of telomerase in these brain regions from the age of 9–16 months in *tert* ^*−/−*^ zebrafish.

Of note, the senescence‐associated markers tested (increase in SA‐β‐Gal, *cdkn2a/b* ‘*p16‐like’* and γH2AX^+^ cells) occur in both proliferative and non‐proliferative areas of the brain (Figure 2B3) (see example of regions 1 and 2 in a young WT brain (Figure 2B3.1)).

To test whether increase in senescence‐associated markers correlated with shorter telomeres (i.e., putative replicative senescence), we measured relative telomere length in brain sections of WT fish over time, alongside their *tert* ^*−/−*^ counterparts as previously described by us, using a telomeric Peptide Nucleic Acid (PNA) probe alongside a centromeric PNA probe in Fluorescence in situ Hybridisation (FISH) (Ellis et al. 2022) (Figure 2D and Figure S5B). We show that relative telomere length decreases with ageing in WT brains and this is accelerated in the absence of telomerase, where telomeres are significantly shorter in *tert* ^*−/−*^ from the young age of 2–6 months, as has been shown for multiple tissues (Carneiro et al. 2016). However, as expected, relative telomere length in the brain is significantly longer than in the highly proliferative gut epithelia of the same individuals, both in WT and *tert* ^*−/−*^ at the ages tested.

Different types of senescence stimuli have been identified to express different SASP factors. We took advantage of available public databases of genes changes associated with SASP factors in humans and mice (SASP atlas and Senmayo databases) (Saul et al. 2022; Basisty et al. 2020) and compared them with our transcriptomic STEM and broad ‘DEGs of old age’. We were particularly interested in determining whether any of these putative SASP‐associated genes were accelerated in the absence of telomerase, at the ages where we see acceleration of other senescence‐associated markers. The STEM‐based SASP analysis identified 2 genes in common between WT and *tert* ^*−/−*^ profiles (*tyms* and *psm2*) (Figure S6A), but none of these were accelerated in the absence of tert (Figure 1D).

However, when we performed the broader ‘DEGs of old age’ accelerated in the absence of telomerase, we identified a further 52 genes, including *psm2* (accelerated in the absence of telomerase from the age of 9–16 months), which was also detected in the STEM profiles (Figure S6B). Of note, *idh1, lancl1, masp1, ncl and tuba1a* are accelerated in the absence of telomerase from the age of 18–24 months, and the remaining ones from 18–24 months in *tert* ^*−/−*^ (Data S1).

### 2.3 Telomerase (Tert) Depletion Accelerates Ageing‐Associated Inflammation in the Zebrafish Brain

We then proceeded to testing whether the changes associated with the ‘dysregulation of immune response’ ageing transcriptomic hallmark—also highlighted in both the GOBP and hypergeometric analysis—were reflected at the cell and tissue level. We started by quantifying the percentage of immune cells in brain sections of WT and *tert* ^*−/−*^ zebrafish over their life course.

Because there is no agreed specific microglia marker in zebrafish, we combined the tg(*mpeg*1.1‐mCherry‐caax) transgenic zebrafish line (Ellett et al. 2011), which has been shown to identify macrophages and microglia in the brain (Oosterhof et al. 2017), with a well‐described pan‐immune cell marker (L‐plastin or LCP‐1) (Cvejic et al. 2008; Mathias et al. 2010; Redd et al. 2006; Van Houcke et al. 2017) and used immunofluorescence (IF) to quantify immune cell populations in the brain (Martins et al. 2019) as a readout for inflammation. Using these two markers allowed us to identify macrophages/microglia as L‐plastin^+^ *mpeg* ^+^ cells, and distinguish them from any other immune cells, which would be L‐plastin^+^ *mpeg* ^−^ (Figure 3A). Our data show that there is an increased number of plastin^+^ *mpeg* ^+^ cells (Figure 3A1) but not of L‐plastin^+^ *mpeg* ^−^ cells (Figure 3A2) with ageing, in most of the zebrafish brain (WT 2–6 months vs. WT 30–36 months) (Figure S7A), suggesting a macrophage/microglia specific increase. The macrophage/microglia increase in the brain with ageing (WT 2–6 months vs. WT 30–36 months) is suggestive of neuroinflammation and was accelerated in the absence of telomerase from the early age of 2–6 months (WT 2–6 months vs. *tert* ^*−/−*^ 2–6 months), at which ages we do not see any significant increase in immune cell proliferation (Figure S7B).

**FIGURE 3:**
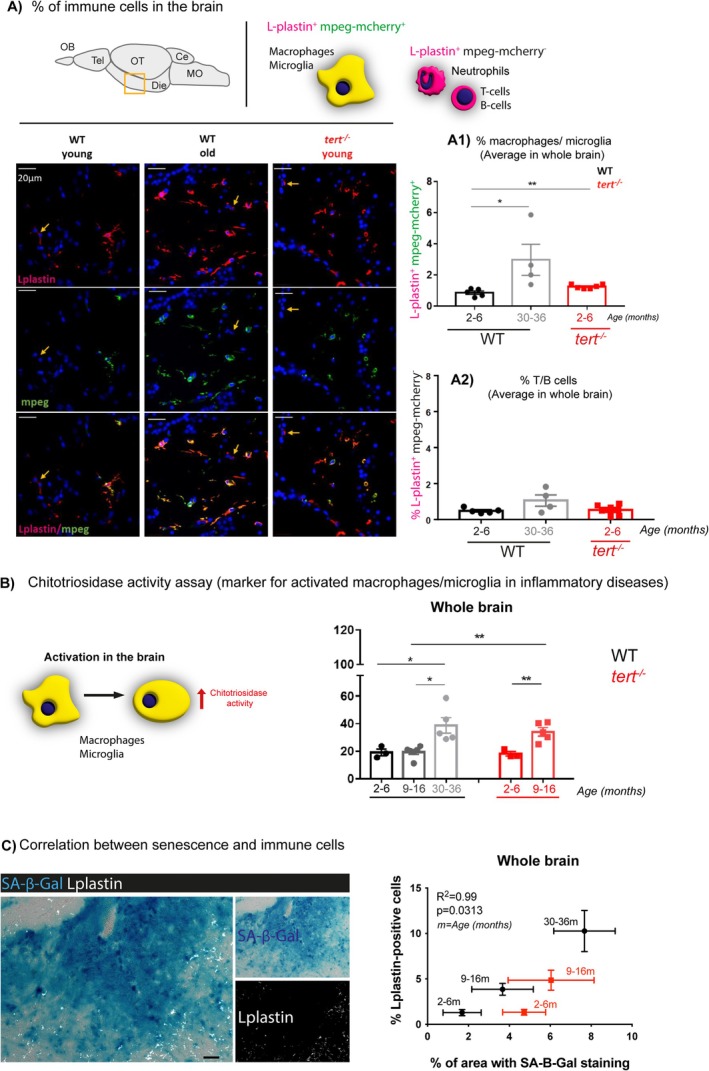
Telomerase depletion is associated with increased inflammation in the aged zebrafish brain. (A) Representative images of mpeg‐mcherry and L‐plastin staining in the diencephalon of adult zebrafish (schematic figure highlights the region imaged as diencephalon). The yellow arrows highlight Lplastin^+^; mpeg^−^ cells. (A1) Quantifications of L‐plastin‐positive; mpeg‐positive cells (orange; from red and green co‐localisation) and (A2) L‐plastin‐positive; mpeg‐negative cells (red) in the whole zebrafish brain show an increased number of macrophages/microglia (L‐plastin‐positive; mpeg‐positive cells) with natural ageing, and this is accelerated in the absence of telomerase (in *tert* ^*−/−*^ at 2–6 months of age). However, we observed no differences in the number of T/B cells and neutrophils (L‐plastin‐positive; mpeg‐negative cells) with ageing, in the WT or *tert* ^*−/−*^ fish. *N* = −6 per group. (B) Schematic figure of the chitotriosidase assay (left). Quantifications (right) show that chitotriosidase activity increases with natural ageing at > 30 months of age, and that this is accelerated in the *tert* ^*−/−*^ at the age of 9–16 months. (C) Representative images of co‐staining with SA‐β‐Gal (blue) and L‐plastin (white) in brain sections show that most of the L‐plastin‐positive cells do not co‐localise with the SA‐β‐Gal staining (left). Staining quantification shows a significant correlation between increased number of immune cells and increased expression of SA‐β‐Gal with ageing in both WT and *tert* ^*−/−*^ (right). (A1, A2, B) Each dot represents one animal. (A1, A2, B, C) Bar errors represent the SEM. * < 0.05; ** < 0.01.

To understand whether macrophage/microglia increase with ageing was associated with immune activation, we used a chitotriosidase activity assay. Chitotriosidase is an enzyme expressed by activated macrophages and other phagocytic cells and can therefore be used as a biomarker of microglia/macrophage activation, including in zebrafish (Keatinge et al. 2015). Our data show that there are increased levels of chitotriosidase in the naturally aged brain (WT 2–6 vs. 9–16 vs. 30–36 months), suggesting age‐associated neuronal immune activation, which we show is accelerated in the absence of telomerase (*tert* ^*−/−*^) from the age of 9–16 months (Figure 3B).

Accumulation of cellular senescence is thought to contribute to chronic inflammation in ageing, often termed ‘inflammageing’ (Deleidi et al. 2015; Franceschi and Campisi 2014; Figueira et al. 2016). On one hand, in some contexts, immune cells have been shown to be recruited to sites of cellular senescence (Demaria et al. 2014; Krizhanovsky et al. 2008). On the other hand, senescent cells have been shown to release pro‐inflammatory factors (part of SASP), which can contribute to paracrine senescence (Acosta et al. 2013) as well as to tissue inflammation (Franceschi and Campisi 2014). We therefore set out to determine how the increased levels of senescence‐associated markers we detected in the zebrafish brain correlated with immune cell numbers. To do this, we performed IF staining with the pan‐immune cell marker L‐plastin on SA‐β‐Gal‐stained brain tissue sections. Even though we cannot exclude that some of these immune cells may also be SA‐β‐Gal^+^ themselves, most of the immune cells appear to surround, rather than overlap with SA‐β‐Gal^+^ areas (Figure 3C) and there is a statistically significant positive correlation between % of SA‐β‐Gal^+^ areas and % of immune cells with ageing in the WT zebrafish brain (*R* ^2^ = 0.99), *p*(two‐tailed) = 0.0313.

### 2.4 Telomerase (Tert) Depletion Accelerates Ageing‐Associated Blood–Brain Barrier Dysfunction

Because our data show that telomerase (tert) depletion accelerates ageing‐associated neuroinflammation (Figure 3), not explained by increased immune proliferation (Figure S7B), we hypothesised that there could be immune infiltration from the periphery. Immune cells should not cross the blood–brain barrier (BBB) and invade the brain in a healthy condition unless the BBB is compromised (reviewed in (Muldoon et al. 2013)). It has been described that zebrafish have a functional BBB from the 10th day post fertilisation (dpf) (Fleming et al. 2013), after which molecules such as horseradish peroxidase (HRP, 44,000 Da), evans blue (961 Da), and sodium fluorescein (376 Da) do not cross this barrier (Fleming et al. 2013; Jeong et al. 2008).

To test whether zebrafish BBB becomes leaky with ageing and whether telomerase plays a role in it, we set up a BBB permeability assay in WT and *tert* ^*−/−*^ siblings at similar ages where increased immune activation (chitotriosidase activity) was identified in the brain. To do this, we performed intraperitoneal injections (IP) of an infrared fluorescent dye IRDye 680RD Dextran diluted in saline (Hanks buffered solution‐HBSS). We confirmed this dye's suitability for assessing BBB by performing a pilot study comparing the dispersion of conjugated molecules of different sizes throughout the body at different time points and determined that 4 kDa Dextran conjugated with fluorescent dye was optimal for assessment of tissue dispersal 3 h post‐injection (not shown). Three hours after injection, fish were culled, and dissected brain fluorescence was measured (using a Li‐cor Odyssey imaging system). Our data show that BBB permeability increases with WT ageing, as measured by 4 kDa dextran‐FITC‐associated fluorescence in the brain, and is accelerated in the absence of telomerase (*tert* ^*−/−*^) from the tested age of 9–16 months (Figure 4).

**FIGURE 4:**
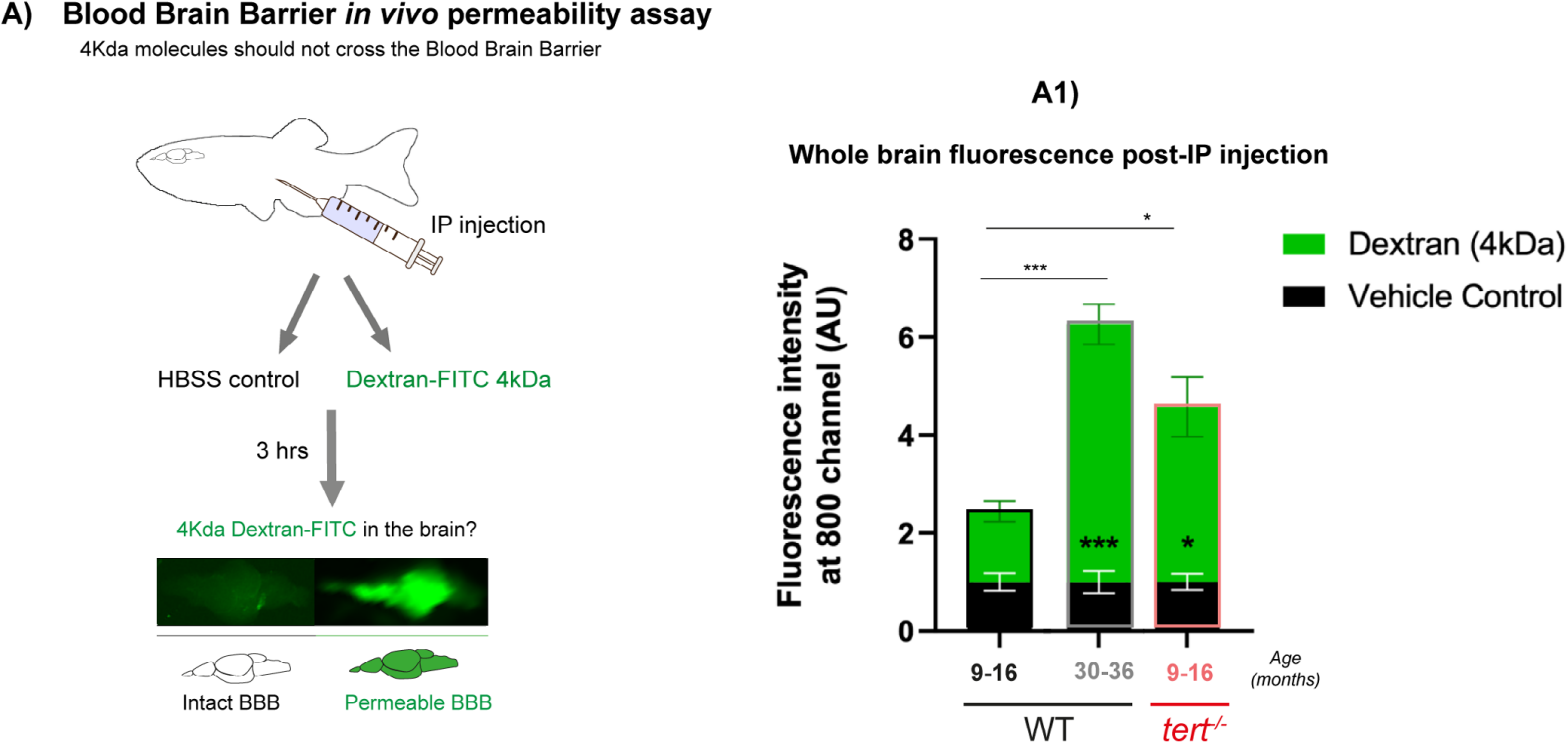
Telomerase depletion is associated with increased BBB permeability with ageing in the zebrafish brain. (A) Schematic figure of the BBB permeability assay. Dextran‐FITC 4 kDa or vehicle control (HBSS) were injected by intraperitoneal injection. 3 h later the brains were dissected and imaged in the Odyssey CLx (Li‐cor) to confirm the presence of Dextran‐FITC. Quantification of the green fluorescence in the fish brains shows higher FITC expression in old WT (> 30 months) compared to middle aged ones (9–16 months). This increased presence of dextran‐FITC in *tert* ^*−/−*^ is already observed at 9–16 months, overall suggesting that there is increased brain permeability with natural ageing and that this is anticipated in the absence of telomerase. *N* = 9–20 per group in the tested animals; *N* = 3–6 per group in the vehicle control animals. Bar errors represent the SEM. Statistics: Unpaired *t*‐tests. *p < 0.05; ***p < 0.001.

### 2.5 Telomerase (Tert) Depletion Accelerates Ageing‐Associated Behavioural Changes in Zebrafish

It is known that inflammation can influence behaviour. For example, lipopolysaccharide (LPS)‐induced peripheral inflammation has been shown to lead to behavioural alterations in rodents, in a dose‐dependent manner, including changes in anxiety‐like behaviour (Bassi et al. 2012; Tarr et al. 2012). Given that we observed a telomerase‐dependent increase in neuroinflammation with ageing, we set out to test whether it was associated with any alterations in behaviour. To do this, we assessed anxiety‐like behaviour using the well‐established novel tank test (Wong et al. 2010; Kalueff 2017) in WT and *tert* ^*−/−*^ zebrafish at young and old ages (Figure 5A). The novel tank test showed that, with ageing, WT fish tend to spend less time in the top part of the tank, particularly at 30–36 months of age, indicative of increased anxiety‐like behaviour. Ageing‐associated increase in anxiety‐like behaviou is accelerated in *tert* ^*−/−*^ from the early age of 2–6 months (Figure 5B). Importantly, no differences between groups were observed in the total distance swam throughout the test (Figure 5C), supporting that the differences observed in the time spent swimming in the top area of the tank are not due to locomotive defects.

**FIGURE 5:**
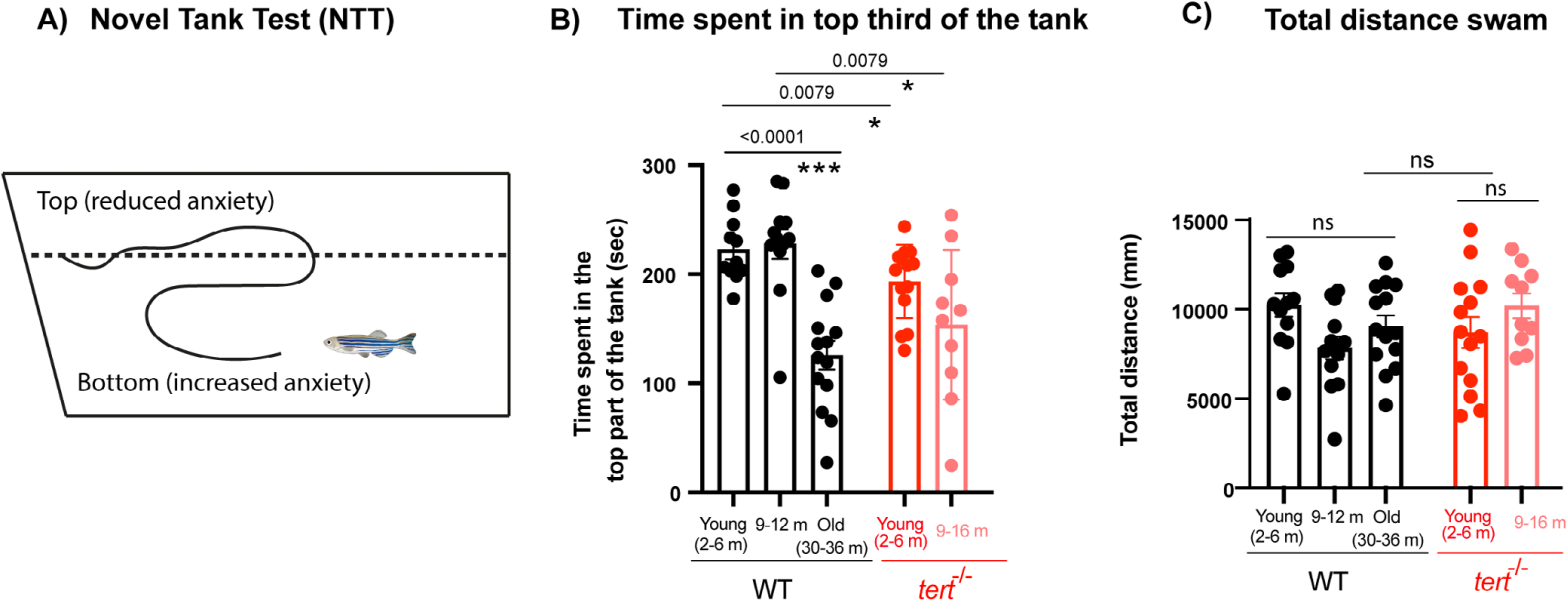
Telomerase depletion accelerates ageing‐assoicated increase in anxiety‐like behaviour. (A) Schematic figure of the setup and behaviour assessment during the novel tank test (NTT). (B) Quantifications show that old WT (30–36 months) spend less periods of time in the top part of the tank compared to younger siblings, and that this behaviour is accelerated in *tert* ^*−/−*^ from the age of 2–6 months. (C) Quantifications of the total distance swam during the entirety of the test show no differences between groups, suggesting that the differences observed in the time spent in the top area of the tank are not explained by locomotive defects. *N* = 10–14. Each dot represents a fish. Bar errors represent the SEM. *p < 0.05; ***p < 0.001.

## 3 Discussion

Decreased telomerase expression, telomere shortening, senescence‐associated markers, and inflammation have all been independently observed in the ageing brain and associated with human neurodegeneration. However, causality between limited telomerase expression and increased brain senescence and neuro‐inflammation in a WT setting was yet to be established. Here, we addressed these questions using the zebrafish as an ageing model which, akin to humans, displays premature ageing and death in the absence of telomerase and where telomere shortening is a driver of cellular senescence. We hypothesised that limited expression of Tert in the aged zebrafish brain contributes to brain degeneration with ageing and provide the first broad characterisation of zebrafish brain ageing in the presence and absence of telomerase (Tert).

Our transcriptomic analyses highlighted increased inflammation and decreased cell cycle as key signatures of ageing accelerated in the absence of telomerase (tert), which were reflected at the cell/tissue level and accompanied by behaviour alterations. Interestingly, some ageing‐associated phenotypes were accelerated from as early as 2–6 months in the *tert* ^*−/−*^, whereas the majority were from 9 to 16 months, which led us to our current working model (Figure 6). In specific, telomerase depletion accelerates ageing‐associated telomere shortening, accumulation of SA‐β‐Gal, a lysosomal protein, which is generally known to accumulate with senescence; and microglia/macrophages numbers from the young age of 2–6 months in *tert* ^*−/−*^. These tissue‐level changes are accompanied by an increase of ageing‐associated increase in anxiety‐like behaviour from that same early age in *tert* ^*−/−*^. Our data lead us to suggest a potential model in which SA‐βGAL accumulation and recruitment of immune cells occur. Whether this increased neuroinflammation is detrimental remains to be determined. Neuroinflammation is associated with neurodegeneration and disease in humans (Gaikwad et al. 2024; Righi et al. 2025; Samant et al. 2024), but causality is not clear. It is not clear from our data whether neuroinflammation in the aged zebrafish brain is contributing to the senescence phenotypes via paracrine senescence mechanisms (Acosta et al. 2013) or whether immune cells are ‘trying’ to clear senescent cells (Lujambio 2016). Nevertheless, even if initially recruited for clearance purposes, this function may be decreased with ageing and thus chronic inflammation may contribute to a senescence phenotype by increasing senescence‐associated markers such as SASP and DDR. Our data specifically highlight *psme2* (proteasome activator subunit 2) as a particularly relevant putative SASP‐associated factor since it was identified in both our STEM and broader DEGs of old age accelerated in the absence of telomerase (Figure S6). Loss of proteostasis is a known hallmark of ageing and *psme2* may be involved in this crosstalk (Lopez‐Otin et al. 2023). Our data show that telomerase depletion accelerates ageing‐associated increase in immune activation (increased chitotriosidase activity) and BBB permeability, potentially as a consequence of increased inflammation and accumulation of cellular senescence. In turn, BBB leakiness is likely to lead to further recruitment of immune cells from the periphery, further exacerbating inflammation and BBB dysfunction in a positive feedback loop. Of note, our broad analysis of ‘DEGs of old age’ showed that *ctss2.1* is significantly upregulated with ageing, which has recently been implicated in macrophage‐driven ageing‐associated disruption of the blood‐CSF barrier (Chen et al. 2025).

**FIGURE 6:**
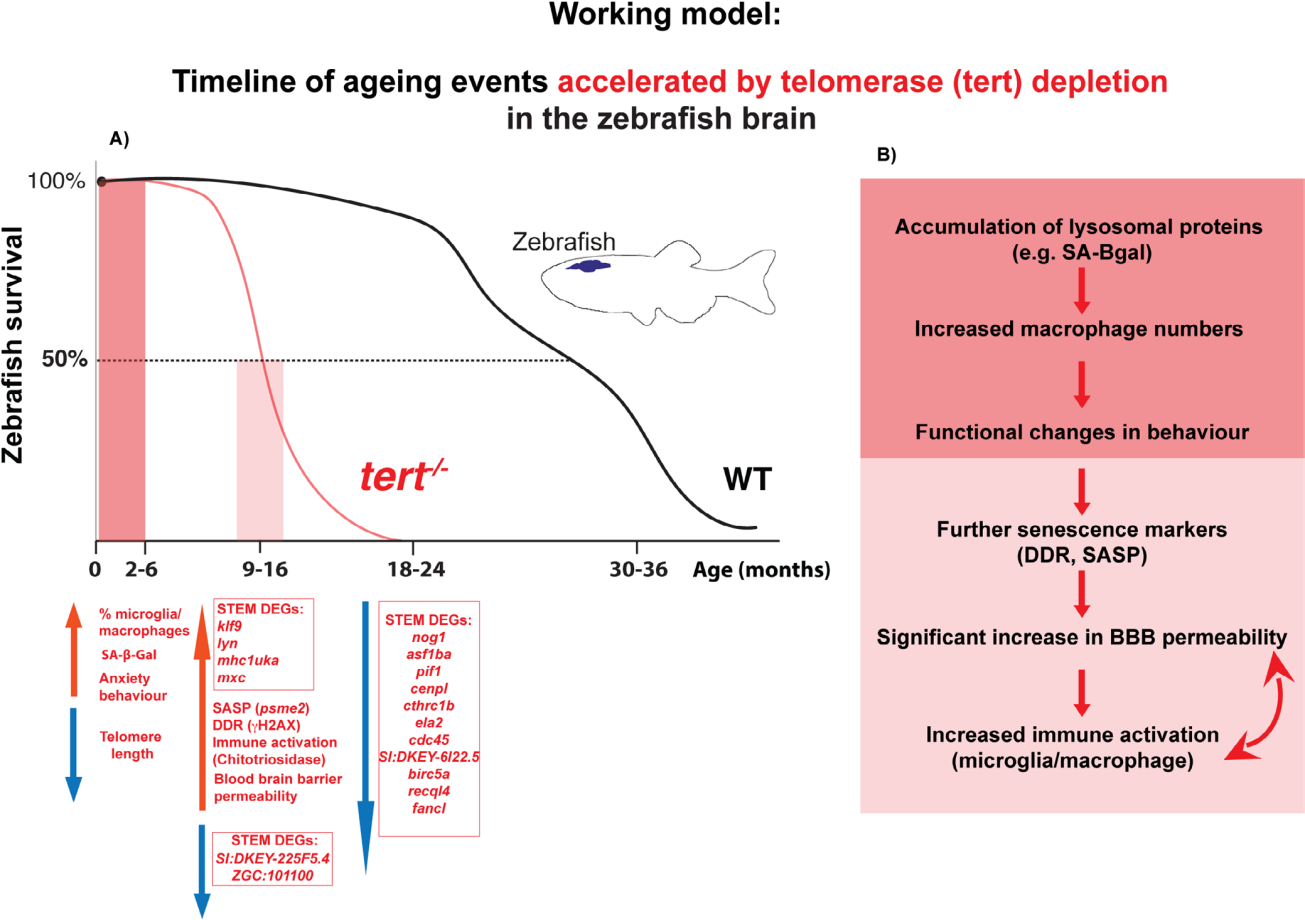
Working model: Timeline of ageing events accelerated by telomerase depletion in the zebrafish brain. (A) Survival curve showing the early to late stages of ageing in WT fish compared to *tert* ^*−/−*^ fish, highlighting the changes we identify at cellular, tissue, and functional levels with ageing and that are accelerated in the absence of telomerase, at different ages throughout their life course. (B) Table summarising the sequence of events we observe in the ageing brain and that are accelerated by telomerase depletion: Accumulation of lysosomal proteins (such as SA‐β‐Gal), increased number of macrophages, and increased anxiety‐like behaviour are already observed at the young age of 2–6 in *tert* ^*−/−*^ fish (but only at later ages in WT fish). Dysfunction at lysosomes and recruitment of immune cells are likely to contribute to a senescence phenotype by increasing senescence‐associated markers such as SASP and DDR, which are observed at 9–16 months in *tert* ^*−/−*^. This is accompanied by increased immune activation (increased chitotriosidase activity) and BBB permeability at the same age, potentially as a consequence of increased inflammation and accumulation of cellular senescence. In turn, BBB leakiness is likely to lead to further recruitment of immune cells from the periphery, further exacerbating inflammation and BBB dysfunction in a positive feedback loop.

Together, our work shows that telomerase has a protective role in the zebrafish brain against the accumulation of senescence‐associated markers and neuro‐inflammation, and is required for BBB integrity. Importantly, the acceleration of senescence‐associated markers in the absence of tert occurs not only in the expected proliferative areas but also in non‐proliferative ones, where it is unlikely due to telomere‐dependent replicative exhaustion, suggesting that non‐canonical roles of telomerase may be involved.

## 4 Materials and Methods

### 4.1 Animal Husbandry, Ethics, Genotypes and Ages

Zebrafish were maintained at the standard conditions of 27°C–28°C, in a 14:10 h light–dark cycle, and fed twice a day with Artemia (live rotifers) and Sparus (dry food). All the experiments were performed at the University of Sheffield. All animal work was approved by local animal review boards, including the Local Ethical Review Committee at the University of Sheffield (performed according to the protocols of Project Licences 70/8681 and PP4455093). Three strains of adult zebrafish ( *Danio rerio* ) were used for these studies: wild‐type (WT; AB strain), tert^−/(tertAB/hu3430)^ and *Tg(mpeg1:mCherryCAAX)sh378* (*Source:* University of Sheffield). Wild‐type fish were obtained from the Zebrafish International Resource Center (ZIRC). The telomerase mutant line tert^AB/hu3430^ was generated by N‐ethyl‐nitrosourea mutagenesis (Utrecht University, Netherlands (Wienholds et al. 2003)). It has a T → A point mutation in the tert gene and is available at the ZFIN repository, ZFIN ID: ZDB‐GENO‐100412–50, from ZIRC. The fish used in this study are direct descendants of the ones used in the first studies describing this line (Carneiro et al. 2016; Henriques et al. 2013), by which point it had been subsequently outcrossed five times with WT AB for clearing of potential background mutations derived from the random ENU mutagenesis from which this line was originated.

The tert^hu3430/hu3430^ homozygous mutant is referred to in the paper as *tert* ^*−/−*^ and was obtained by in‐crossing our tert heterozygous AB/hu3430 strain, and WT and tert^−/−^ fish compared in this study are siblings, derived from that F1 *tert* ^*+/−*^ in‐cross, following gold standard guidelines to use this line, as recently reviewed here (Henriques and Ferreira 2024). Similarly, in order to produce WT and *tert* ^*−/−*^ siblings carrying the *Tg(mpeg1:mCherryCAAX) sh378* transgene, *tert* ^+/−^; *mpeg1:mCherryCAAX* were incrossed.

In this study, we used only males, given that the kinetics of telomerase‐dependent ageing in zebrafish has been well described for males only (Henriques et al. 2013; Carneiro et al. 2016), which is a limitation of the model and this study. Nevertheless, there is data showing ‘Limited sex‐biased neural gene expression patterns across strains in Zebrafish’ (Wong et al. 2014), giving strength to our study.

Genotyping was performed by PCR of the tert gene as before. To study age‐related phenotypes in the zebrafish brain, we used 30–36 months old fish for what we consider old in WT (in the last 25%–30% of their lifespan), and we considered the *tert* ^*−/−*^ old fish at the equivalent age (18–24 months), which approximately corresponds to the last 25%–30% of their lifespan. In specific, ‘Old’ was defined as the age at which most of the fish present age‐associated phenotypes, such as cachexia, loss of body mass, and curvature of the spine. These phenotypes develop close to the time of death and are observed at 30–36 months of age in WT and at > 18–24 months in *tert* ^*−/−*^ (Henriques et al. 2013; Carneiro et al. 2016).

*Note on Zebrafish gene and protein nomenclature*

This manuscript followed the agreed convention as described in:

https://zfin.atlassian.net/wiki/spaces/general/pages/1818394635/ZFIN+Zebrafish+Nomenclature+Conventions

In summary:

*Gene nomenclature*

Genes should be named after the mammalian orthologue whenever possible. When mammalian orthologues are known, the same name and abbreviation should be used, except all letters are italicized and lower case. Members of a gene family are sequentially numbered.

*Examples*:

Names—engrailed 1a, engrailed 2b.

Symbols—eng1a, eng2b.

*Protein nomenclature*

The protein symbol is the same as the gene symbol, but non‐italic and the first letter is uppercase.

Note the differences between zebrafish and mammalian naming conventions:

*Species/gene/protein*

zebrafish/*shha*/Shha

human/*SHH*/SHH

mouse/*Shh*/SHH

### 4.2 Tissue Fixation

#### 4.2.1 Paraffin‐Embedded Sections

Fish were culled by immersion in concentrated tricaine (MS‐222). After terminal anaesthesia, the animals were fixed by immersion in 50 mL of Neutral buffered formalin (NBT, VWR International, Radnor, PA, USA) at 4°C for 48 h–72 h and decalcified in 50 mL of 0.5 M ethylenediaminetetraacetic acid (EDTA), pH 8, for an additional 48 h–72 h. Then, the whole fish were paraffin‐embedded (in formalin I for 10 min, formalin II for 50 min, ethanol 50% for 1 h, ethanol 70% for 1 h, ethanol 95% for 1 h 30 min, ethanol 100% for 2 h, ethanol 100% for 2 h 30 min, 50%:50% of ethanol 100%: xylene for 1 h 30 min, xylene I for 3 h, xylene II for 3 h, paraffin I for 3 h, paraffin II for 4.30 h), longitudinally sliced (sagittal slices, 3 μm thick, using the Leica TP 1020) and stored at room temperature (RT). To do this, diluted ethanol absolute (VWR International) and paraffin histosec pastilles (Merck & Co, Kenilworth, NJ, USA) were used.

#### 4.2.2 Cryosections

Fish were culled by immersion in concentrated MS‐222, followed by immediate decapitation (Schedule 1 method). The brain was dissected, transferred to, and rinsed in cold L15 (Thermo Fisher Scientific, Waltham, MA, USA). Afterwards, the brain was fixed in 4 mL NBT overnight at 4°C, washed in 3 mL cold Phosphate Buffered Saline (PBS, 1×), and immersed in 4 mL of 30% sucrose in PBS overnight at 4°C for cryoprotection. Finally, the tissue was mounted in a base mould (Electron Microscopy Sciences, Hatfield, PA, USA), with O.C.T. (VWR), snap frozen, and stored at −20°C. *Prior* to use, 13 μm coronal tissue sections were cut using a Leica CM1860 cryostat, attached to SuperfrostPlus slides (Epredia), and air dried for a minimum of 2 h at RT. Slides were stored at −20°C for a maximum of 3 months.

### 4.3 RNA Probe Synthesis for In Situ Hybridisation (ISH)

A Zebrafish p16‐like fragment was amplified using the following primers: FW cgttgaacATGAACGTCG and REV tctttaaacattTTAAACACGATTGAG and cloned into the pCR‐Blunt II‐TOPO vector (Thermofisher Scientific Inc., USA). For anti‐sense probe generation, the plasmid was linearised with HindIII (New England Biolabs), and synthesis was carried out with T7 RNA polymerase (New England Biolabs) and DIG‐labelling mix (Merck Life Science UK Limited).

For the sense probe, plasmid was linearised with XhoI (New England Biolabs), and probe synthesised with SP6 RNA polymerase (New England Biolabs).

Probes were cleaned up using SigmaSpin post‐reaction clean‐up columns (Sigma Aldrich) and used at a final concentration of 3 ng/μL for hybridisation.

### 4.4 Chromogenic RNA Fluorescence In Situ Hybridisation (RNA‐FISH)

Cryosections were fixed with NBT for 10 min at RT followed by 3× washes with Diethyl pyrocarbonate (DEPC)‐treated PBS. Sections were then acetylated with 11.2 μL triethanolamine and 2.5 μL acetic anhydride per 1 mL H_2_O for 10 min at RT (both Sigma Aldrich). After 3× washes in DEPC‐PBS, sections were incubated in prehybridization solution (prehyb) and coverslipped (prehyb: 50% formamide, 5× SSC pH 7, 2% Blocking reagent, 0.1% TritonX100, 0.5% CHAPS, 1 mg/mL yeast RNA, 50 μg/mL heparin sodium salt (all from Sigma Aldrich)) for 1 h at 68°C in a humidified box. The solution was replaced with 200 μL fresh prehyb containing 3 ng/μL DIG‐labelled RNA probe, coverslipped, and incubated overnight at 68°C in a humidified box.

Following this, coverslips were removed and slides were washed for 1 h in prewarmed wash #1 (50% formamide, 5× SSC pH 4.5, 1% SDS) at 68°C, then 1 h in prewarmed wash #2 (50% formamide, 2× SSC pH 4.5, 1% Tween 20) at 68°C in coplin jars.

Slides were washed in TBS‐T (8 g NaCl, 0.2 g KCl, 25 mL 1 M Tris pH 7.5, 10 mL Tween20 per L solution) at RT, blocked in TBS‐T/10% heat‐inactivated goat serum for 40 min at RT, then incubated in fresh block/alkaline phosphatase‐conjugated anti‐DIG at 1:2000 for 80 min at RT.

Slides were washed extensively in TBS‐T followed by 3× washes in freshly prepared NTMT (for 50 mL solution: 1 mL 5 M NaCl, 2.5 mL 2 M Tris pH 9.5, 2.5 mL 1 M MgCl2, 500 μL Tween20, 43.5 mL ddH2O). Development was started by incubation in filtered staining solution (4.5 μL NBT + 3.5 μL BCIP per 1 mL NTMT (both Merck Life Science UK Limited)) at RT in the dark. Development was monitored daily with replenishment of fresh filtered staining solution. Once the signal was clear, with minimal background staining, the reaction was stopped by washing in PBS. Slides were mounted in glycergel (Agilent, Santa Clara, CA, USA) or vectashield (2BScientific) before imaging on a Nikon Ti inverted microscope at 10×. Images were tiled using Nikon elements software. For analysis, the diencephalon and optic tectum (including PGZ) were delineated and thresholded using Fiji ImageJ to determine the area of positive staining within each macroarea. The percentage of positive tissue per section macroarea was then determined.

### 4.5 Immunofluorescence (IF)

Paraffin sections with whole fish slices were dewaxed and hydrated through the following sequence of washes: histoclear (Scientific Laboratory Supplies, Wilford, Nottingham, UK, 2 × 5 min), 100% ethanol (Thermo Fisher Scientific, 2 × 5 min), 90% ethanol (5 min), 70% ethanol (5 min), and distilled water (2 × 5 min). Cryosections were hydrated in PBS for 10 min before proceeding. After antigen retrieval in 0.01 M citrate buffer at pH 6.0 (sub‐boiling at 800 W in a microwave for 10 min), the tissue sections were permeabilized in PBS 0.5% Triton X‐100 (for 10 min) and blocked in 3% bovine serum albumin (BSA), 5% goat serum in 0.3% Tween‐20 in PBS (for 1 h). Then, primary antibody incubation (overnight at 4°C) was followed by washes in PBS 0.1% Tween‐20 and secondary antibody incubation (1 h at RT or overnight at 4°C). Finally, the tissues were incubated in DAPI for nuclear staining (Thermo Fisher Scientific), 1:10,000 dilution in PBS from a 10 mg/mL stock, for 10 min; washed in PBS 1×, mounted with vectashield (Vector Laboratories, Burlingame, CA, USA), covered with a coverslip (Scientific Laboratory Supplies), and sealed with clear nail varnish. For details on the primary and secondary antibodies refer to Table 1 and Table 2, respectively.

**TABLE 1:** Primary antibodies used for immunostaining.

Antibody, species and type	Dilution factor	Catalogue number; company; country
PCNA mouse monoclonal	1:500	NB500‐106; Novus Biologicals, Littleton, CO, USA
γH2AX, rabbit polyclonal	1:500	GTX127342; GeneTex, Irvine, CA, USA
L‐plastin (Lcp1), rabbit polyclonal	1:200	GTX124420; Novus Biologicals, Littleton, CO, USA
RFP, mouse monoclonal	1:500	GTX82561; GeneTex, Irvine, CA, USA

**TABLE 2:** Secondary antibodies used for immunostaining.

Antibody, species and type	Dilution factor	Catalogue number; company; country
Goat anti‐rabbit IgG Alexa Fluor 488	1:500	A11008; Invitrogen, Carlsbad, CA, USA
Goat anti‐rabbit IgG Alexa Fluor 568	1:500	10,032,302; Thermo Fisher Scientific, Waltham, MA, USA
Goat anti‐mouse IgG Alexa Fluor 647	1:500	A21235; Thermo Fisher Scientific, Waltham, MA, USA

### 4.6 Telomere‐Fluorescence In Situ Hybridization (Telo‐FISH)

Telo‐FISH was performed after IF. Briefly, after incubation with the secondary antibody and respective washes, the tissues were fixed in 4% PFA (SIGMA‐ALDRICH) for 20 min. Washes in PBS, 3 × 10 min were followed by a dehydration step consisting of washes with ice cold 70%, 90% and 100% ethanol (Thermo Fisher Scientific, 3 min each). After this, the slides were left to dry for 1 h, 10 μL of hybridisation solution was pipetted on top of each tissue section and the slides were covered with a coverslip. Hybridisation solution (for a total volume of 100 μL): 8.56 μL MgCl2 buffer pH 7.0, 82 mM sodium hydrogen phosphate (SIGMA‐ALDRICH), 70 μL of deionised formamide (Thermo Fisher Scientific), 1 μL of 1 mM Tris, pH 7.5 (SIGMA‐ALDRICH), 5 μL of 1× blocking buffer (10× blocking reagent (Merck & Co.) diluted to 1× in maleic acid (SIGMA‐ALDRICH)), 2 μL of PNA probe (Telo‐Cy3, zebrafish, 568; Cambridge Research Biochemicals, Cleveland, UK), 2 μL of Cent‐Fam probe (488; Eurogentec, Liège, Belgium), and 11.44 μL of dH2O.

The slides were incubated for 10 min at 80°C for DNA denaturation, followed by incubation for 2 h at RT, in the dark, to allow the probe to hybridise with the complementary DNA. After the incubation period, coverslips were gently removed and the slides were washed for 10 min in a solution made of 70% formamide (SIGMA‐ALDRICH), 10% 2× saline‐sodium citrate (SSC, SIGMA‐ALDRICH), and 20% dH2O. This was followed by two more washes (10 min each) in 2× SSC. SSC was diluted from a 20× stock solution consisting of 88.3 g of trisodium citrate dihydrate (SIGMA‐ALDRICH) and 175.3 g of NaCl (SIGMA‐ALDRICH), diluted in dH2O to a total volume of 1 L, adjusted to a pH of 7.0, and autoclaved. Finally, the slides were washed in PBS, incubated in DAPI (Thermo Fisher Scientific) for 10 min, and mounted as previously described in Section 4.5.

### 4.7 IF and Telo‐FISH Imaging and Quantification

IF and telo‐FISH staining was imaged using the DeltaVision microscope, Nikon Widefield inverted microscope, or a Nikon Ti2 W1 spinning disc confocal at the Wolfson Light Microscopy Facility (LMF), using a 40× objective. An average of 20 images was acquired from the brain of each animal (paraffin sections) for longitudinal paraffin sections and 18 for transverse cryosections (minimum 6 images per macro‐area). For images showing whole brain transverse cryosections, either 4× or 10× images were taken, with tiling in Nikon elements software for the latter. Imaging settings were kept consistent within experiments for accurate comparisons.

After acquisition, the images were analysed by manual counting: (1) the number of cells with more than 5 foci of γH2AX (considered γH2AX+ cells) PCNA‐, (2) the number of PCNA+ cells, (3) the number of L‐plastin^+^, (4) the number of mpeg^+^ cells and (5) the total number of cells. Telo‐FISH staining was quantified by the intensity of the mean of the nucleus. The ratio ‘telomeres/centromeres’ was calculated by dividing the intensity of the mean of telomeres (568 channel) by the intensity of the mean of centromeres (488 channel), which normalises the telomeric probe signal by the centromeric probe signal within individual cells. The brain commonly exhibits cytoplasmic autofluorescence from vascular and other cell types. These were excluded from our analyses by comparison to neighbouring control sections stained only with secondary antibodies. Nuclear markers such as γH2AX and PCNA were only classed as positive when they showed signal in the nucleus as determined by co‐labelling with DAPI. For telomeric and centromeric labelling analysis, individual nuclei were circumscribed based on DAPI labelling and mean grey fluorescence determined. Mpeg^+^ and Lplastin^+^ cells were manually counted and could be easily distinguished from autofluorescent cells based on the strength of signal and morphology.

The analysis was performed on raw images, using the ImageJ Fiji (v. 1.51). Images were then processed with Adobe Illustrator 21.0.2 for display purposes.

### 4.8 SA‐β‐Gal

The Senescence‐Associated β‐Galactosidase Staining Kit (Cell Signalling Technology, Danvers, MA, USA) was used to perform the SA‐β‐Gal staining, following the manufacturer's instructions.

#### 4.8.1 Whole Brain SA‐β‐Gal Staining

Fish were culled with neat Tricaine and decapitated. Whole heads were fixed in 4 ml PFA overnight at 4°C with shaking. The following day, whole heads were washed 3 × for 1 h in PBS at RT with slow shaking. Whole brains were then dissected in fresh PBS and immersed in 2 mL of SA‐β‐Gal staining solution mix, consisting of 1× staining solution (pH 5.9), 1× solution A, 1× Solution B, 1 mg/mL Xgal (SA‐β‐Gal staining kit #9860 by Cell Signalling Technology), and incubated at 37°C overnight with slow shaking in the dark. The following day, brains were washed 3 × for 1 h in PBS at RT with slow shaking and imaged using a Nikon SMZ1500 Stereomicroscope (2000).

#### 4.8.2 SA‐β‐Gal Staining on Cryosections

Briefly, after rinsing the cryosections in 1× PBS for 5 min, 200 μL of β‐Gal staining solution was added per slide as above. Then, the slides were coverslipped and incubated at 37°C overnight in a humidified chamber box. The following day, cryosections were rinsed in 1× PBS (3 × 1 min) and mounted in glycergel (Agilent, Santa Clara, CA, USA). Slides were then imaged using an Olympus BX60 microscope or Nikon Ti inverted microscope at 10× with tiling using Nikon elements software.

Image analysis was done using ImageJ Fiji as described for RNA‐FISH. Images were then processed with Adobe Illustrator 21.0.2 for display purposes.

For SA‐β‐Gal combined with IF, sections were first labelled with SA‐β‐Gal as described above, then fixed for 10 min with NBT at RT, rinsed and processed for IF as described in methods Section 4.5.

### 4.9 RNA Extraction

Fish were culled by Schedule 1 method (as described before in Section 2.2). Zebrafish brains were dissected, transferred to a microcentrifuge tube with 100 μL of Trizol (Thermo Fisher Scientific), snap frozen in dry ice, and stored at −80°C until RNA extraction.

For RNA extraction, the tissue was homogenised with a mechanical homogeniser (VWR International) and a 1.5 mL pestle (Kimble Chase, Vineland, NJ, USA), and an extra 50 μL of fresh Trizol (Thermo Fisher Scientific) was added. After 5 min of incubation at RT, 30 μL of chloroform (1:5, VWR International) was added. The samples were then incubated for a further 3 min at RT and centrifuged (at 13,000 g for 30 min at 4°C). The resulting upper aqueous phase was transferred to a new microcentrifuge tube, and isopropanol (Thermo Fisher Scientific) was added (approximately 83% of the amount of the aqueous phase). After an incubation of 10 min at RT, the samples were centrifuged (13,000 g for 15 min at 4°C) and the supernatant was discarded. The pellets were washed in 250 μL of 75% ethanol twice and then left to air dry. In the end, the pellets were resuspended in 14 μL of nuclease‐free water (VWR International) and stored at −80°C. All the samples were analysed by a Nanodrop 1000 Spectrophotometer to measure the concentration of RNA. Some samples (randomly chosen) were also analysed in the Bioanalyzer to assess RNA integrity. All the samples included in this study had an RNA integrity number (RIN) of > 9.

### 4.10 RNA Sequencing

RNA‐Sequencing was performed at the Genomics and Sequencing facility of Sheffield Institute for Translational Neuroscience (SITraN). Mature RNA was isolated and fragmented using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs Inc), following the manufacturer's instructions. The libraries were prepared using the NEBNext Ultra Directional RNA Library Prep Kit (Illumina), following the manufacturer's instructions. The NEBNext Multiplex Oligos from Illumina (Index Primers Set 1, New England Biolabs Inc) were used for the library preparation using the following PCR program: 98°C for 30 s (1 cycle), 98°C for 10 s followed by 65°C for 75 s (8 cycles), and 65°C for 5 min. The PCR product (≈50 μL) was then purified using 45 μL of Oligo dT Beads (Agencourt AMPure XP), followed by three washes with ethanol 80%. After air‐drying, the dscDNA was eluted by adding 23 μL of 0.1× TE, and the resulting 20 μL of the library were collected. Sequencing was run on an Illumina HiScan SQ sequencer, using a high output run and sequencing by synthesis V3 chemistry on a single 100 base pair (bp) run. The sequencing process was monitored in real‐time using Sequencing Analysis Viewer v1.8.37 Software, and therefore quality control was performed during and after sequencing. Then, the data was imported into a FASTA file format to perform the analysis.

### 4.11 RNA Sequencing Analysis

#### 4.11.1 Data Processing

Featurecounts was run to obtain per‐gene read counts. We calculated the transcriptome coverage for each sample, defined as the number of unique sequencing reads aligning to annotated transcriptomic regions. Coverage was estimated by multiplying the number of assigned reads (as determined by featureCounts) by the read length and dividing by the estimated total transcriptome length of approximately 76 Mb (from the Ensembl GRCz11_109 GTF file). On average, we obtained a coverage of 12X across all samples, corresponding to an average assignment rate of approximately 65%.

#### 4.11.2 Differential Expression

To identify signatures of ageing, WT brain samples were subjected separately to DESEq2 analysis, comparing the time points 9, 22 and > 30 months with the time‐point of 2 months. Then, *tert* ^*−/−*^ samples at 2, 9 and 22 months were compared with WT at 2 months, to identify telomerase‐dependent ageing processes.

#### 4.11.3 Enrichment Analysis

Pathway enrichment analysis was performed using the Functional Annotation Bioinformatics Microarray Analysis programme (https://david.ncifcrf.gov/). Pathways identified in both Gene Ontology Biological Process (GO‐BP) and KEGG databases were included in the analysis. The top 10 GO‐BP and KEGG terms were then plotted into a heatmap using GraphPad Prism.

#### 4.11.4 Hypergeometric Enrichment Analysis

To assess whether the genes identified through the STEM analysis were over‐represented in specific brain cell types, we performed over‐representation analysis using Fisher's Exact Test under the hypergeometric distribution. For each cell type from the previously published adult zebrafish brain single‐cell RNA‐seq dataset (Anneser et al. 2024), we used the authors' defined gene programmes, consisting of marker genes with adjusted *p* < 0.05. These marker genes were compared to the list of STEM analysis genes to test whether the overlap was greater than expected by chance, relative to the total number of protein‐coding genes in the zebrafish genome. A Fisher's Exact Test was applied for each cell type, and resulting *p*‐values were adjusted for multiple comparisons using the Bonferroni correction method.

#### 4.11.5 Mapping to the Hallmarks of Ageing

We analyzed the recent Frenk & Houseley's paper (Frenk and Houseley 2018), which describes the different transcriptional hallmarks of ageing. In this paper, the different hallmarks are defined within specific text sections. For each hallmark, we collected groups of keywords that could be within GO term names. The complete list of GO term names was extracted from the file go‐basic.obo from the Gene Ontology website (https://geneontology.org/). We then established lists of GO term names for each transcriptional hallmark of ageing. The mapping table between the hallmarks, the keywords, and the lists of GO term names is available in the table GO_to_HA‐THA_V1.csv.

Zebrafish genes and their associated GO term names were retrieved from the mapping function Gene2GoReader() from the Python library goatools. We built three distinct dictionaries for each GO category (Biological Process, Molecular Function, and Cellular Component), where the entrezgene IDs are associated with their GO term names. From the differential analyses, we obtained different lists of gene symbols that must first be mapped to entrezgene ID using the Python library mygene. Each gene ID is associated with a list of GO term names. To assess a particular transcriptional hallmark of ageing for a given gene, we parsed their associated list of GO term names and mapped them to their corresponding hallmark of ageing.

Depending on the situation, the attribution of the hallmark of ageing is done as follows: (1) all the GO term names are mapped to the same transcriptional hallmark of ageing, (2) the GO term names are mapped to several transcriptional hallmarks of ageing; the hallmark with the highest number of occurrences is chosen. Otherwise, the gene is assigned an ‘ambiguous’ hallmark of ageing if (3) none of the GO term names are mapped to any transcriptional hallmarks of ageing; then the gene is not annotated with a transcriptional hallmark of ageing.

### 4.12 cDNA Synthesis for Real‐Time qPCR

cDNA synthesis was performed using the SuperScript II RT Kit (Thermo Fisher Scientific, USA) kit, following the manufacturer's instructions. Approximately 300 ng of each RNA sample was mixed with 0.5 μL of 500 μg/mL random primers, 1 μL 10 mM dNTPs, and sterile, PCR‐grade water to a final volume of 12 μL. Samples were heated to 65 C for 5 min, followed by cooling at 4 C and placement on ice. To each sample, 4 μL First‐Strand Buffer, 2 μL 0.1 M DTT, and 1 μL NxGen RNase inhibitor (LGC Biosearch Technologies, Hoddesdon, UK) were added and gently mixed. Samples were heated to 25 C for 2 min, followed by the addition of 1 μL SuperScript II RT. Samples were then incubated at 25 C for 10 min, followed by incubation at 42 C for 50 min, before the reaction was inactivated by heating at 70 C for 15 min.

#### 4.12.1 Real‐Time qPCR

cDNA samples from zebrafish brains were analysed by real‐time qPCR using SsoAdvanced Universal SYBR Green Supermix (Bio‐Rad), forward and reverse primers at a final concentration of 200 nM (Table 1), and cDNA diluted 1:40. Samples were analysed in triplicate. The CFX384 Touch Real‐Time PCR Detection System (Bio‐Rad) was used to run each real‐time qPCR. The program settings were: 95 C for 30 s, followed by 40 cycles of 95 C for 5 s and 58.4 C for 15 s. A melt curve analysis was included in each experiment by increasing the temperature from 65 C to 95 C at a 0.5 C/5 s increment. To ensure that the Cq values of the sample cDNA fell within a linear range in which the primer efficiency was between 90% and 110%, a two‐fold serial dilution of pooled cDNA from randomly selected samples was included in each run, with curves containing at least 5 data points. No template (water) and no reverse transcriptase controls were also included in each run.

During analysis, the standard error of each triplicate was calculated and samples with triplicates presenting a standard deviation ≥ 0.5 were excluded. The fold change expression for each gene was calculated using the ΔΔCt method (Collins et al. 2022). Expression of each target gene was normalised to the housekeeper gene (*beta‐actin*), and the average fold‐change in values for each group compared to the young WT group was calculated.

Graphs and respective statistical analysis were performed using GraphPad Prism 10.4.2. Normality was assessed using the Shapiro–Wilk test and statistical comparisons were carried out using a two‐way ANOVA, followed by Dunnett's test for multiple comparisons. A *p*‐value of < 0.05 was considered significant.

### 4.13 Protein Extraction and Quantification

Fish were culled by the Schedule 1 method as previously described. Brain tissue was dissected, transferred to a microcentrifuge tube, and immediately snap‐frozen in liquid nitrogen. The samples were stored at −80°C until protein extraction.

The tissue was homogenised in 100 μL of ultra‐pure water using a mechanical homogeniser (VWR International) and RNAse‐free disposable pestles (Thermo Fisher Scientific) for approximately 30 s, on ice. Then, the samples were spun down at 4°C, at 2000 rpm, for 5 min. After transferring the supernatant to a new tube, samples were stored at −80°C until further use.

Protein extracts were quantified by the bicinchoninic acid (BCA) method, using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific), following the manufacturer's instructions. Briefly, a standard curve was prepared with a range of 0.2–2 μm of BSA, along with a blank control (containing ultra‐pure water only). A total of 5 μL of each protein extract was mixed with 1 mL of BCA in microcentrifugation tubes and incubated at 37°C for 10 min in a water bath. After adding an additional 20 μL of copper sulphate, the solution was mixed and incubated at 37°C for 20 min. Then, 200 μL of each sample (or BSA standard curve) was transferred to a Corning Costar Brand 96‐Well EIA/RIA Plate (Thermo Fisher Scientific) in duplicates, and absorbances were read in a Varioskan Plate Reader at a wavelength of 562 nm.

### 4.14 Chitotriosidase Activity Assay

Chitotriosidase activity was measured using the protocol previously described by (Keatinge et al. 2015). This method allows assessment of the hydrolysis capacity of 4–methylumbelliferyl–β‐D‐N, N′, N″‐triacetylchitotriose (4‐MU‐chitotrioside) by chitotriosidase enzyme.

Briefly, a total of 10 μL of protein extract per sample was mixed with 100 μL of substrate solution and incubated at 28°C for 6 min. A blank control containing 10 μL of ultra‐pure water was prepared alongside the samples. Substrate solution consisted of 4‐MU‐chitotrioside (SIGMA‐ALDRICH) diluted in McIlvaine solution at pH 5.2 (1.73 mg of 4‐MU‐chitotrioside per 100 mL of McIlvaine solution). To make the McIlvaine solution, stock solutions of 0.1 M citric acid (SIGMA‐ALDRICH) and 0.2 M di‐sodium hydrogen phosphate (SIGMA‐ALDRICH) were mixed at a ratio of 45% and 55%, respectively, obtaining a final pH of 5.2. After incubation, 1 mL of stop solution (0.25 M glycine buffer, pH 10.4, containing 0.01% Triton X‐100 (SIGMA‐ALDRICH)) was added to each sample (and blank control), and 200 μL of the final solution was transferred to a Corning Costar Brand 96‐Well EIA/RIA Plate (Thermo Fisher Scientific). Duplicates of each sample were used. An extra microcentrifuge tube was prepared with 200 μL of standard solution (5 μM 1,4‐Methylumbelliferone, SIGMA‐ALDRICH) and 900 μL of stop solution. A volume of 200 μL of the final solution was transferred to the 96‐well plate, in duplicates. The fluorescence was then read in a Varioskan Plate Reader (excitation: 365 nm; emission: 450 nm). Finally, the chitotriosidase activity was calculated in nM/h/mL, using Formula 4.

$$\frac{\left(T-B\right)}{\mathrm{std}}\times \frac{60}{\text{incubation time}\;\left[\min\right]}\times \frac{1000}{\text{volume}\;\left[\mathrm{\mu L}\right]}$$

T, fluorescence of test samples; B, fluorescence of blank; Std, standard.

### 4.15 Blood Brain Barrier (BBB) Permeability Assay

To test BBB permeability, a total of 5 μL of 0.1% IRDye 680RD Dextran (LI‐COR Biosciences, Lincoln, NE, USA) diluted in HBSS (Thermo Fisher Scientific) was injected by intraperitoneal injection (IP). Two different sizes of the compound were tested, with the following molecular weights: 4 kDa and 70 kDa. A group of fish injected with 5 μL of HBSS alone was used as a vehicle control group. The fish were culled 3 h after IP, and the brains were collected and imaged using a LI‐COR Odyssey CLx machine (LI‐COR). The brain fluorescence was then quantified using the Image Studio 4.0 Software for Odyssey CLx (LI‐COR).

### 4.16 Mitochondrial Complex Assays

Homogenised brain tissue was diluted to approximately 0.7 mg protein/mL and subjected to 3 cycles of rapid freeze‐thawing in liquid nitrogen. All spectrophotometric assays were performed at 28°C in 200 μL final volume using a Fluostar Omega plate reader. For assessing complex I activity, the assay buffer was 25 mM KH_2_PO_4_, 5 mM MgCl_2_, (pH 7.2), 3 mM KCN, 2.5 mg/mL BSA, 50 μM ubiquinone, and 2 μg/mL antimycin A. Complex I activity was determined by measuring the oxidation of nicotinamide adenine dinucleotide reduced disodium salt (NADH) at 340 nm with a reference wavelength of 425 nm (*ε* = 6.22 mM^−1^ cm^−1^). 125 μM NADH started the reaction, and 3 μg/mL rotenone was used to inhibit the reaction. For assessing complex II activity, the brain homogenate was incubated for 10 min in assay buffer containing 25 mM KH_2_PO_4_, 5 mM MgCl_2_, (pH 7.2), 3 mM KCN, and 20 mM succinate. 50 μM 2,6‐DCPIP, 2 μg/mL antimycin A, and 3 μg/mL rotenone were then added, and baseline measurements recorded. The reaction was started with the addition of 50 μM ubiquinone Q1, and complex II activity was determined by measuring the reduction of 2,6‐dichlorobenzenone‐indophenol sodium salt (2,6‐DCPIP) at 600 nm (*ε* = 19.2 mM^−1^ cm^−1^). Complex I and complex II activity rates are normalised to citrate synthase activity.

### 4.17 Novel Tank Diving Test (NT)

The novel tank diving test (NT) was performed as previously reported by (Wong et al. 2010) and (Kalueff 2017). Briefly, 6 T‐75 transparent flasks filled with aquarium water were inserted in the Zantiks LT behavioural unit (Zantiks Ltd, Cambridge, UK). After a 1 h acclimatisation period in the behaviour room, the fish were individually placed into the flasks and allowed to free swim for 5 min. A side camera was used to record the behaviour of the fish for the duration of the experiment. After the test, the fish were returned to their home tanks. The fish tracking was used to calculate the time spent and the total distance swam in the top area of the tank (top third of the flask), which were used as measures of anxiety‐like behaviour. The more time spent and the longer distance swam in the top part of the tank indicate lower anxiety levels. Moreover, the total distance swam throughout the entire tank was used as a measure of general motor capacity. This was used as a control to test whether differences in distance swam in the top part of the tank identified between groups were not due to a potential locomotive defect but likely associated with an anxiety‐like phenotype.

### 4.18 EdU Pulse Chase Experiment and Analysis

EdU pulse chase was performed as described (Ellis et al. 2022; Martins et al. 2022). In brief, fish were fasted for 18 h, then anaesthetised in 4% MS‐222 (Covetrus, pharmaceutical grade) injected intraperitoneally (IP) with 5 μL 10 mM EdU (Click it EdU Alexa Fluour 647 Imaging Kit (Invitrogen, C10340)) or control solution (Hanks' Balanced Salt Solution (HBSS) (Gibco, 14,175–053)) using a 30 G 3 mL insulin syringe (BD Micro‐Fine U‐100 insulin, REF 324,826). Fish were injected once every day for 3 consecutive days at the same time of day (3‐day pulse) and culled on Day 4 (1 day chase), for paraffin embedding, sectioning, and IF (*N* = 4 for each genotype/age).

Immunofluorescent images were processed using ImageJ Fiji (v1.54p) and QuPath (v0.6.0). Maximum intensity Z‐projections were generated, with a minimum of three projections analysed per animal. Total cell counts were obtained from Channel 1 (DAPI) using QuPath's automated cell detection. EdU^+^ cells (Channel 4) were manually counted, and results were expressed as the percentage of EdU^+^ cells per field of view.

### 4.19 Statistical Analysis

All the graphs and respective statistical analysis were performed with GraphPad Prism 7.0. Normality was assessed by comparing group variances using either the Brown‐Forsythe test or the Shapiro–Wilk normality test. Unpaired *t*‐test or Mann Whitney's unpaired t‐test were used to compare 2 groups, depending on whether the samples presented a Gaussian distribution or not, respectively. For groups with normal distribution, comparisons over‐time were performed using ANOVA, followed by Turkey test for multiple comparisons. For groups that failed the normality tests, non‐parametric tests were performed, followed by Dunnett's test for multiple comparisons. A critical value for significance of *p* < 0.05 was used in all the analysis.

## Author Contributions

**Raquel R. Martins:** conceptualisation, data curation, formal analysis, funding acquisition, investigation, methodology, project administration, validation, visualisation, writing. **Savandara Besse:** data curation, formal analysis, investigation, methodology, software, validation, visualisation, writing. **Pam S. Ellis:** data curation, formal analysis, investigation, methodology, validation, writing. **Rabia Sevil:** data curation, formal analysis, investigation, methodology, writing. **Naomi Hartopp:** data curation, formal analysis, investigation, methodology. **Catherine Purse:** data curation, formal analysis, investigation, methodology, writing. **Georgia Everett‐Brown:** formal analysis, methodology, software. **Owain Evans:** investigation. **Nadiyah Mughal:** investigation. **Mina H. F. Wahib:** investigation. **Zerkif Yazigan:** investigation. **Samir Morsli:** methodology. **Ada Jimenez‐Gonzalez:** methodology. **Andrew Grierson:** methodology. **Heather Mortiboys:** data curation, formal analysis, funding acquisition, investigation, methodology. **Chrissy Hammond:** data curation, formal analysis, funding acquisition, investigation, methodology. **Michael Rera:** data curation, formal analysis, funding acquisition, investigation, methodology, project administration, software, validation, visualization, writing. **Catarina M. Henriques:** conceptualisation, data curation, formal analysis, funding acquisition, investigation, methodology, project administration, resources, supervision, validation, writing.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Appendix S1:** Supporting Information.

## Data Availability

The dataset and source data generated during and/or analysed during the current study is either shared as supplementary and source data or is available from the corresponding author upon reasonable request. The RNA sequencing data from this experiment were deposited in Gene Expression Omnibus (GEO), accession GSE205601.

# Supplementary material for: Telomerase Depletion Accelerates Ageing of the Zebrafish Brain
**Source:** Aging Cell. 2025 Oct 28;24(12):e70280. doi: 10.1111/acel.70280
**Supplement:** Supplementary file 1 — Appendix S1: Supporting Information.

**Supplementary figure 1:** **Age-associated DEGs are mainly associated with dysregulation of gene expression, dysregulation of immune genes, stress response and growth factor reduction, in both WT and *tert^-/-^* fish.** (A) Principal component analysis (PCA) plot representing the distribution of gene expression in all the brain samples, by age and genotype, show that the sample cluster mainly by age group. (B) Venn diagrams showing the number of DEGs identified exclusively between each age timepoint, in WT (grey) and *tert^-/-^* (red) fish. (C) Legend for the ageing transcriptomic hallmarks (ATH) mapping, based on (Frenk & Houseley, 2018). (D) Enrichment analysis and mapping to the ATH of DEGs throughout the lifecourse of WT and *tert^-/-^* fish. Heatmaps show the top 10 GOBP and KEGG terms identified by enrichment analysis using DAVID software, between every consecutive timepoint, in (D1) WT and (D2) *tert^-/-^* fish. Plots with the proportion of the DEGs mapped to each ATH show that altered gene expression, stress response, growth factor reduction and immune response are the hallmarks most affected in both (D1) WT and (D2) *tert*^-/-^; and alteration in mitochondrial proteins is affected in old *tert^-/-^* but not WT fish. (E) Enrichment analysis and mapping to ATH in DEGs of “old age” (2-6 vs.30-36 months in WT fish) show similar results than those identified between specific age groups.

**Supplementary figure 2:** **DEGs of “old age” that altered by telomerase depletion, and respective enrichment analysis and mapping to ATH.** (A) Venn diagrams show the number of DEGs between every consecutive timepoint in WT and highlight how many DEGs, within those, are already altered in *tert^-/-^* at an earlier timepoint, in particular at (A1) 2-6 (young), (A2) 9-16 (young adult) and (A3) 18-24 (old adult) months of age. Enrichment analysis and ATH mapping of such DEGs are shown in heatmaps and proportion plots, respectively, for (A2.1, A2.2) young and (A3.1, A3.2) old adult *tert^-/-^* fish.

**Supplementary figure 3:** **List of enriched DEGs of “old age” that are accelerated or not in the absence of telomerase (*tert^-/-^* fish) and that were mapped to ATH.** (A) Tables show the lists of DEGs mapped to each ATH; up-regulated genes in orange and down-regulated genes in blue. The genes that are altered with natural ageing (WT young vs. old) and that are accelerated in the absence of telomerase (*tert^-/-^* fish) are highlighted in red, whereas the genes altered with natural ageing but that are not accelerated in *tert^-/-^* fish are in black. (B) Evolution of enriched DEGs accelerated in *tert^-/-^* fish and that were mapped to ATH. (B1) Survival plot showing the early and late stages of ageing in WT fish compared to *tert^-/-^* fish. (B2) List of DEGs of “old age” that are altered at a younger age in *tert^-/-^* fish and that were mapped to ATH, per age group Up-regulated genes in orange and down-regulated genes in blue.

**
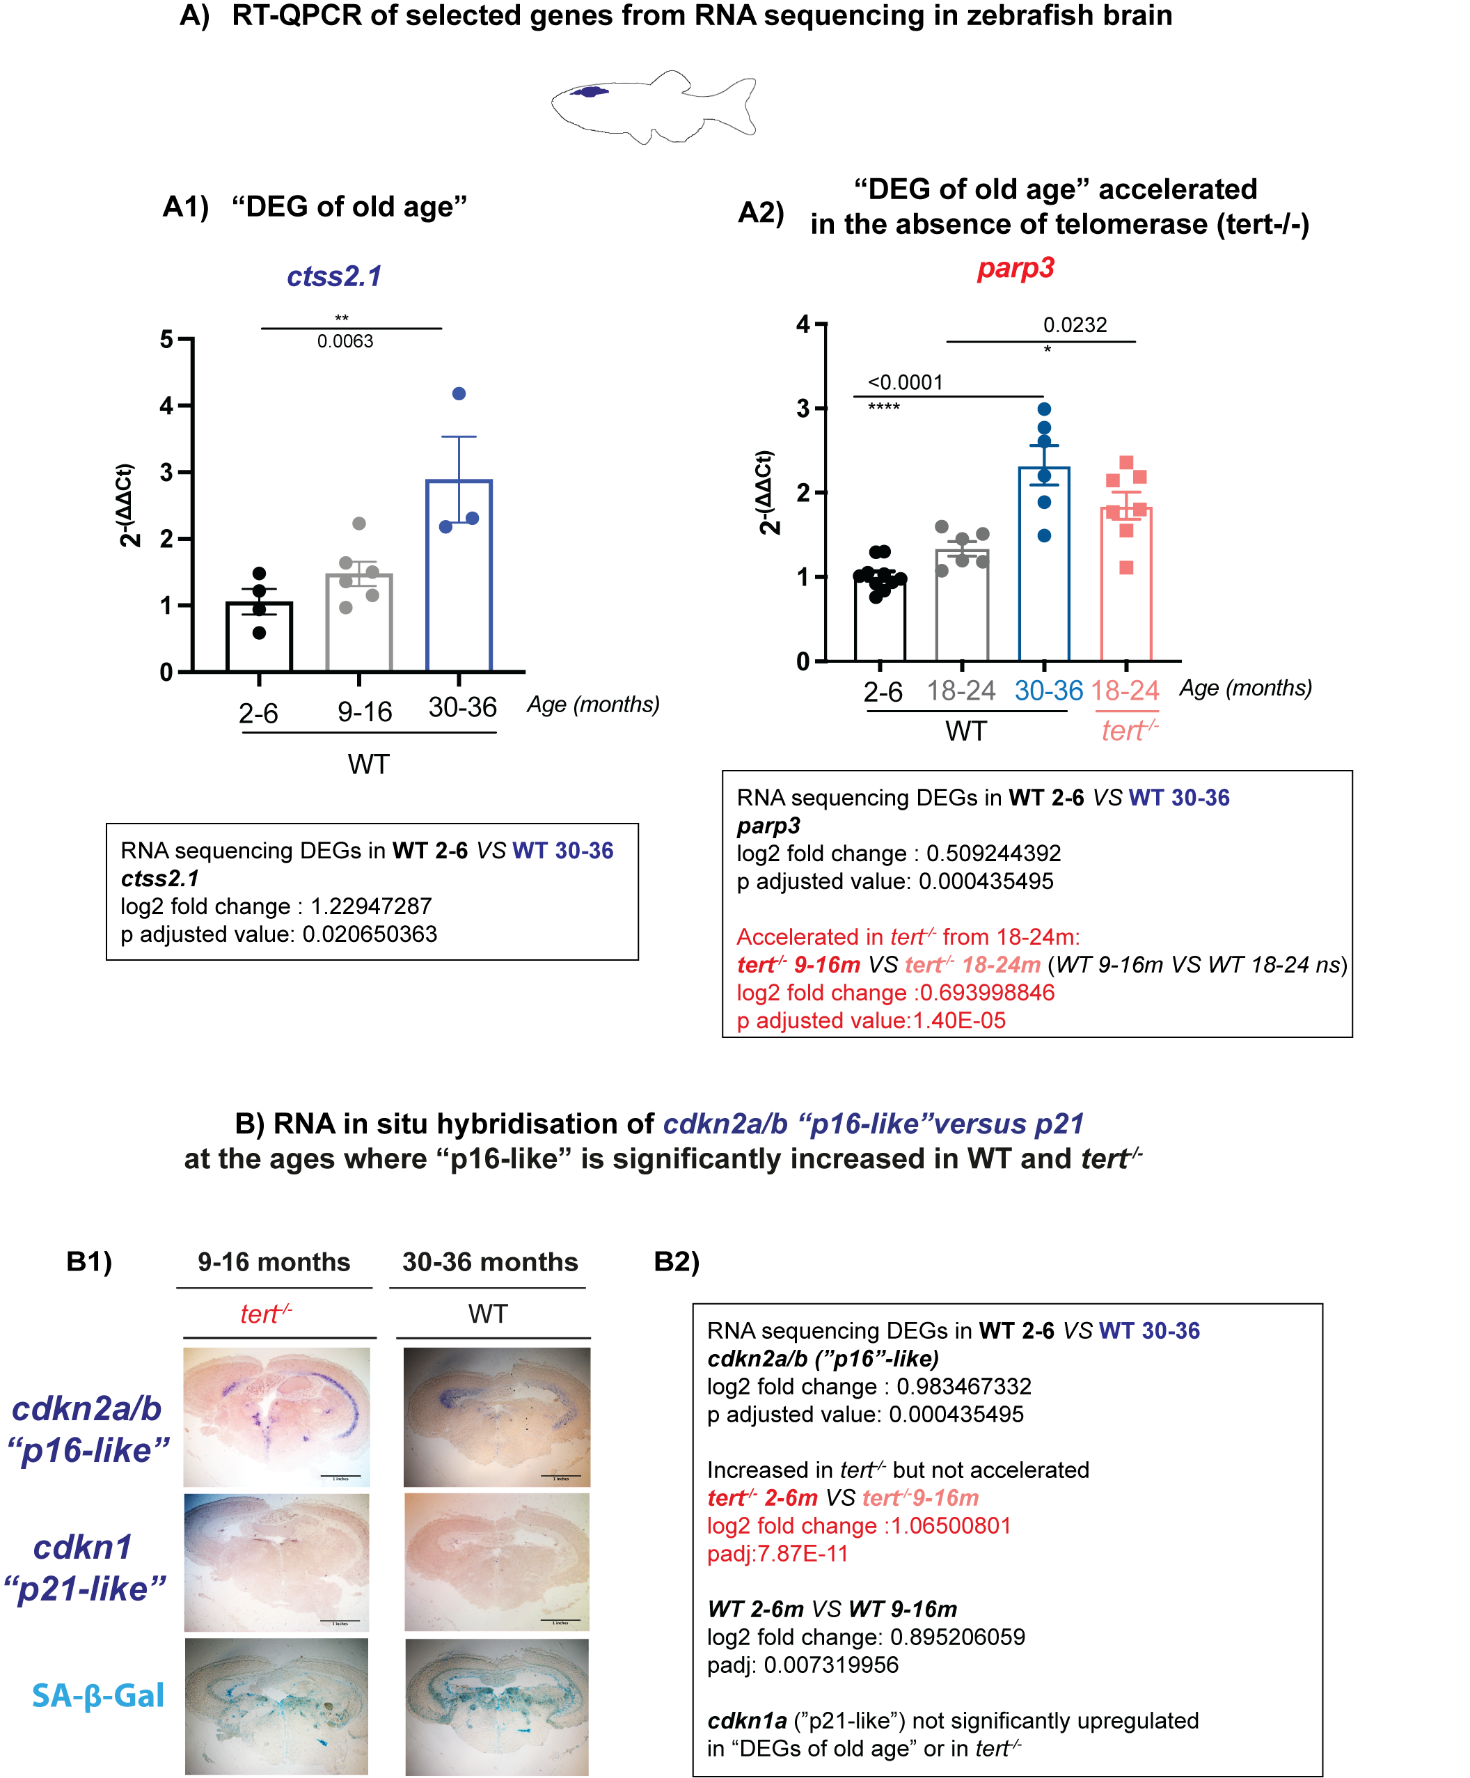
Supplementary figure 4: Further validation of RNA sequencing data. Further validation of RNA sequencing data. (**A) RT-QPCR of selected genes from RNA sequencing in whole zebrafish brain: (A1) *ctss2.1*, increased with natural ageing; and (A2) *parp3*, increased with natural ageing and accelerated in *tert^-/-^* fish. (B1) Representative images of RNA *in situ* hybridisation of *cdkn2a/b* (“*p16-like*”) and *cdkn1* (“*p21-like*”) in adjacent brain sections, in the same brain regions were SA-β-Gal is observed in old WT and *tert^-/-^* fish.(B2) Expression of *cdkn2a/b* and *cdkn1a* genes detected by RNA sequencing in WT and *tert^-/-^* fish. N=3-9. Each dot represents one animal. Bar errors represent the SEM. * <0.05; **

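Genes that stop the cell cycle or mark senescence were called in both directions in old WT brains, 1 higher and 5 lower of 17 annotated, and the list did not pass the test (Fisher's exact test, adjusted p = 0.319). It holds cell cycle inhibitors beside nuclear proteins such as lamins, which the cell cycle list shares. Its direction therefore does not test whether senescence rose or fell. Without the genes that another list holds, 3 called genes were left, too few for a test. In the authors' deposited table, lmnb1 and lmnb2, which encode lamins of the nuclear envelope, had log2 fold changes of -0.50 (standard error 0.11) and -0.59 (standard error 0.11). cdkn1ca, a cell cycle inhibitor related to p57, was at -0.88 (standard error 0.33, adjusted p = 0.00865) in the authors' deposited table, and rbl1, a relative of the retinoblastoma gene that was chosen after its value was seen, at -0.65 (standard error 0.35) with an interval that includes 0. hmga1a, a chromatin protein, was at -0.71 (standard error 0.15) in the authors' deposited table. The member that was higher was cdkn2a/b, and 11 members of the list are not in the table. The values of tert−/− fish were not analysed here.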

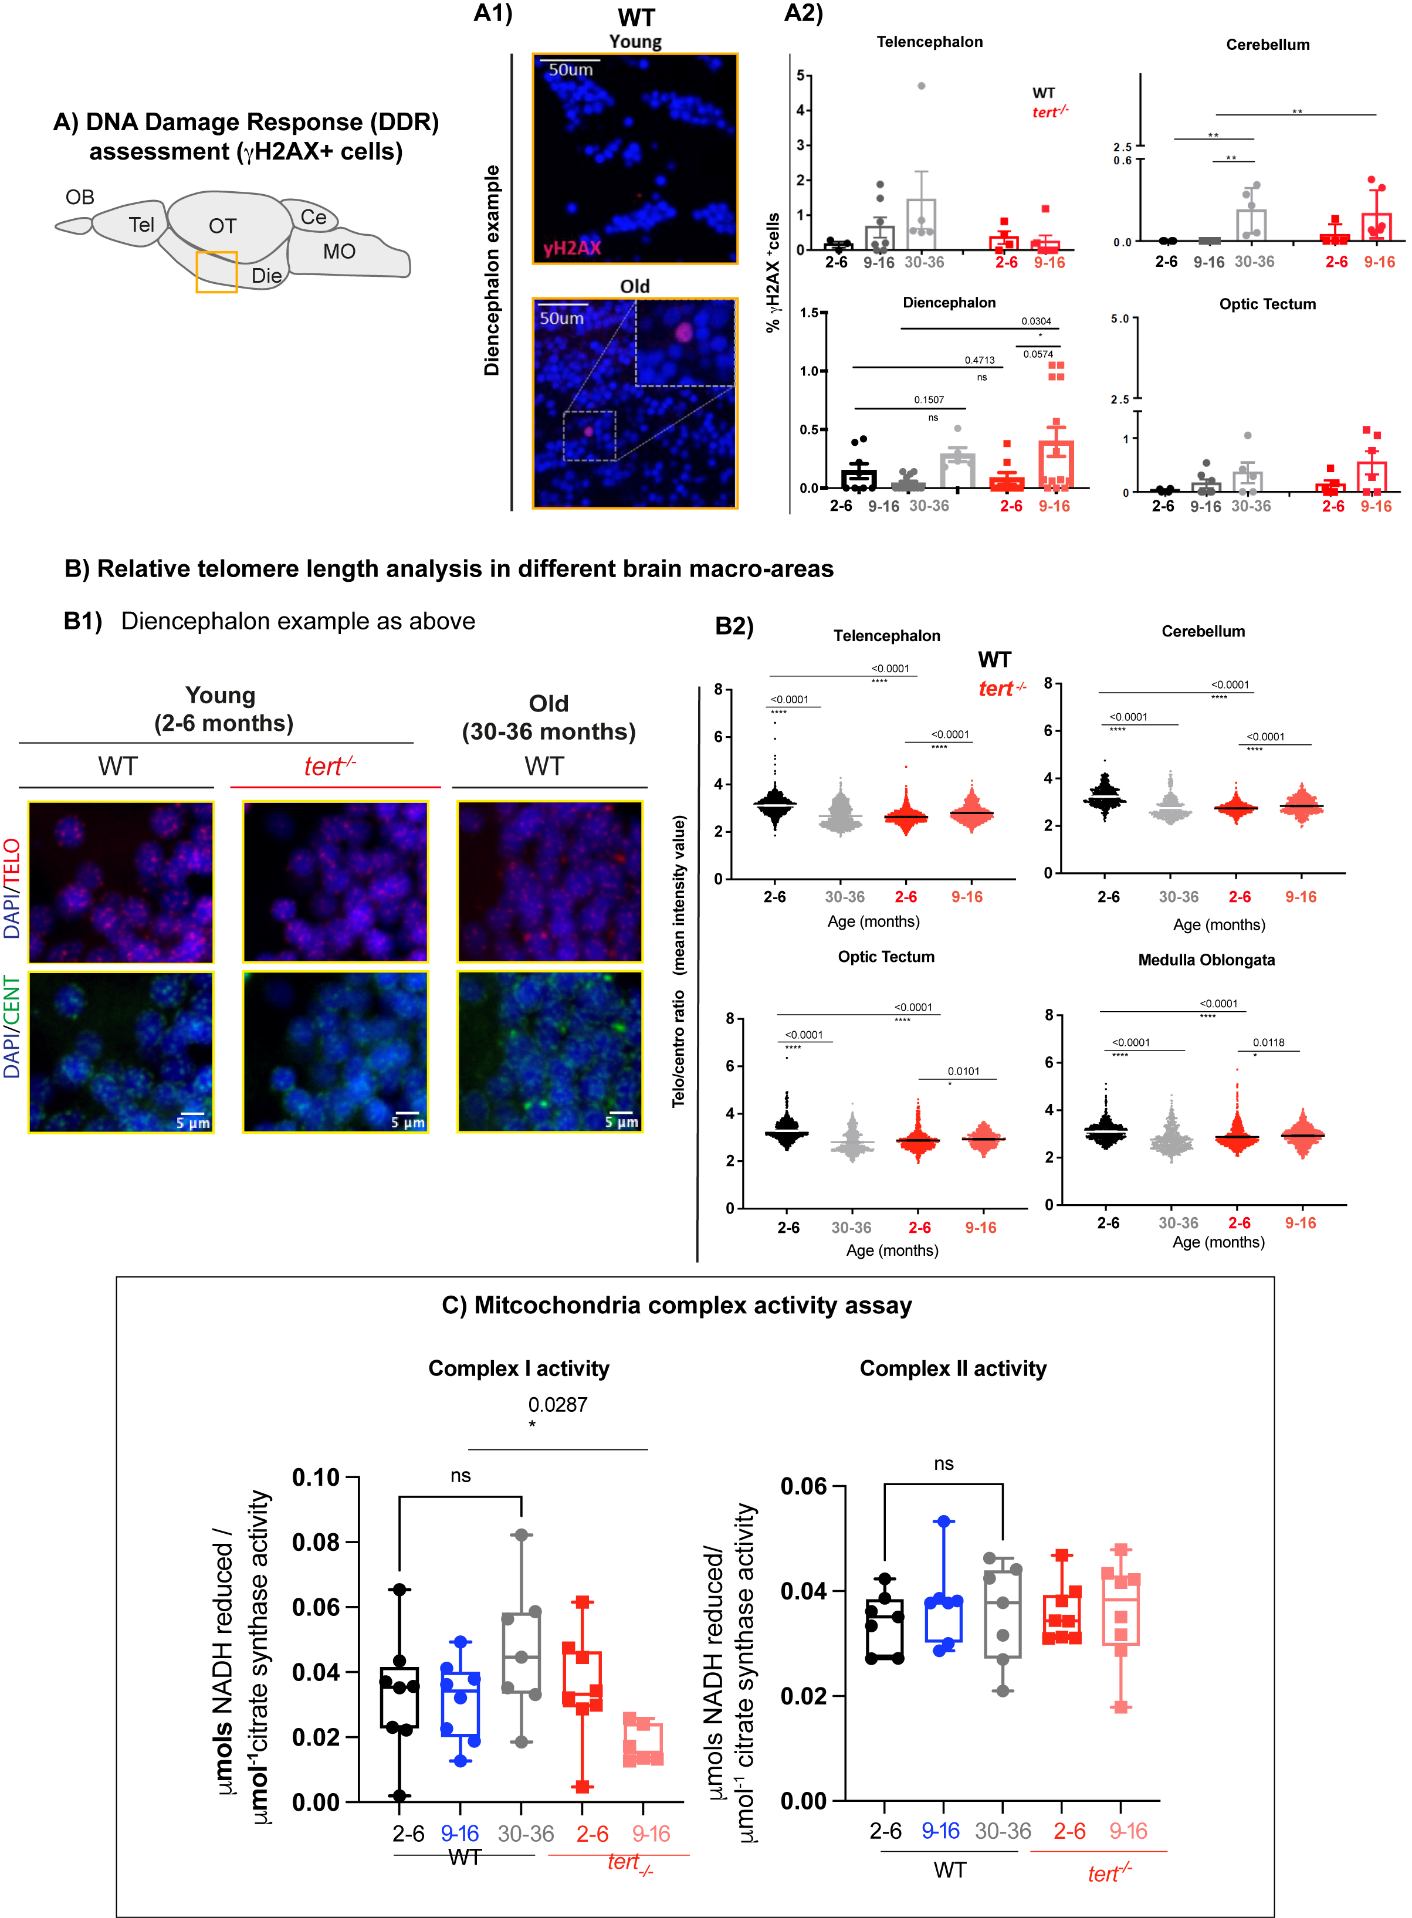
<0.01; *** <0.001.

**Supplementary figure 5:** **Telomerase (tert) depletion accelerates ageing-associated stress response in the zebrafish brain, per macro areas.** (A) DNA damage response (DDR) assessment in brain macro areas, in longitudinal paraffin sections (yellow square highlights the region from where the diencephalon example image was acquired): (A1) representative image from γH2AX staining in the brain (diencephalon used as an example), and (A2) respective quantifications in telencephalon, cerebellum, diencephalon and optic tectum. (B) Relative telomere length analysis in brain macro areas, in coronal paraffin sections: (B1) Representative images from telomere and centromere staining (by FISH) in young and old WT, and young *tert^-/-^* brain tissue (diencephalon as an example) and (B2) quantifications of telomere/centromere ratio in the telencephalon, cerebellum, optic tectum, and medulla oblongata.. (C) Assessment of mitochondria complex I and complex II activity in whole brain of WT and *tert^-/-^* fish at different timepoints. N=4-9. (A2, C) Each dot represents one animal. (B2) Each dot represents a cell. Bar errors represent the SEM. * <0.05; ** <0.01; *** <0.001.

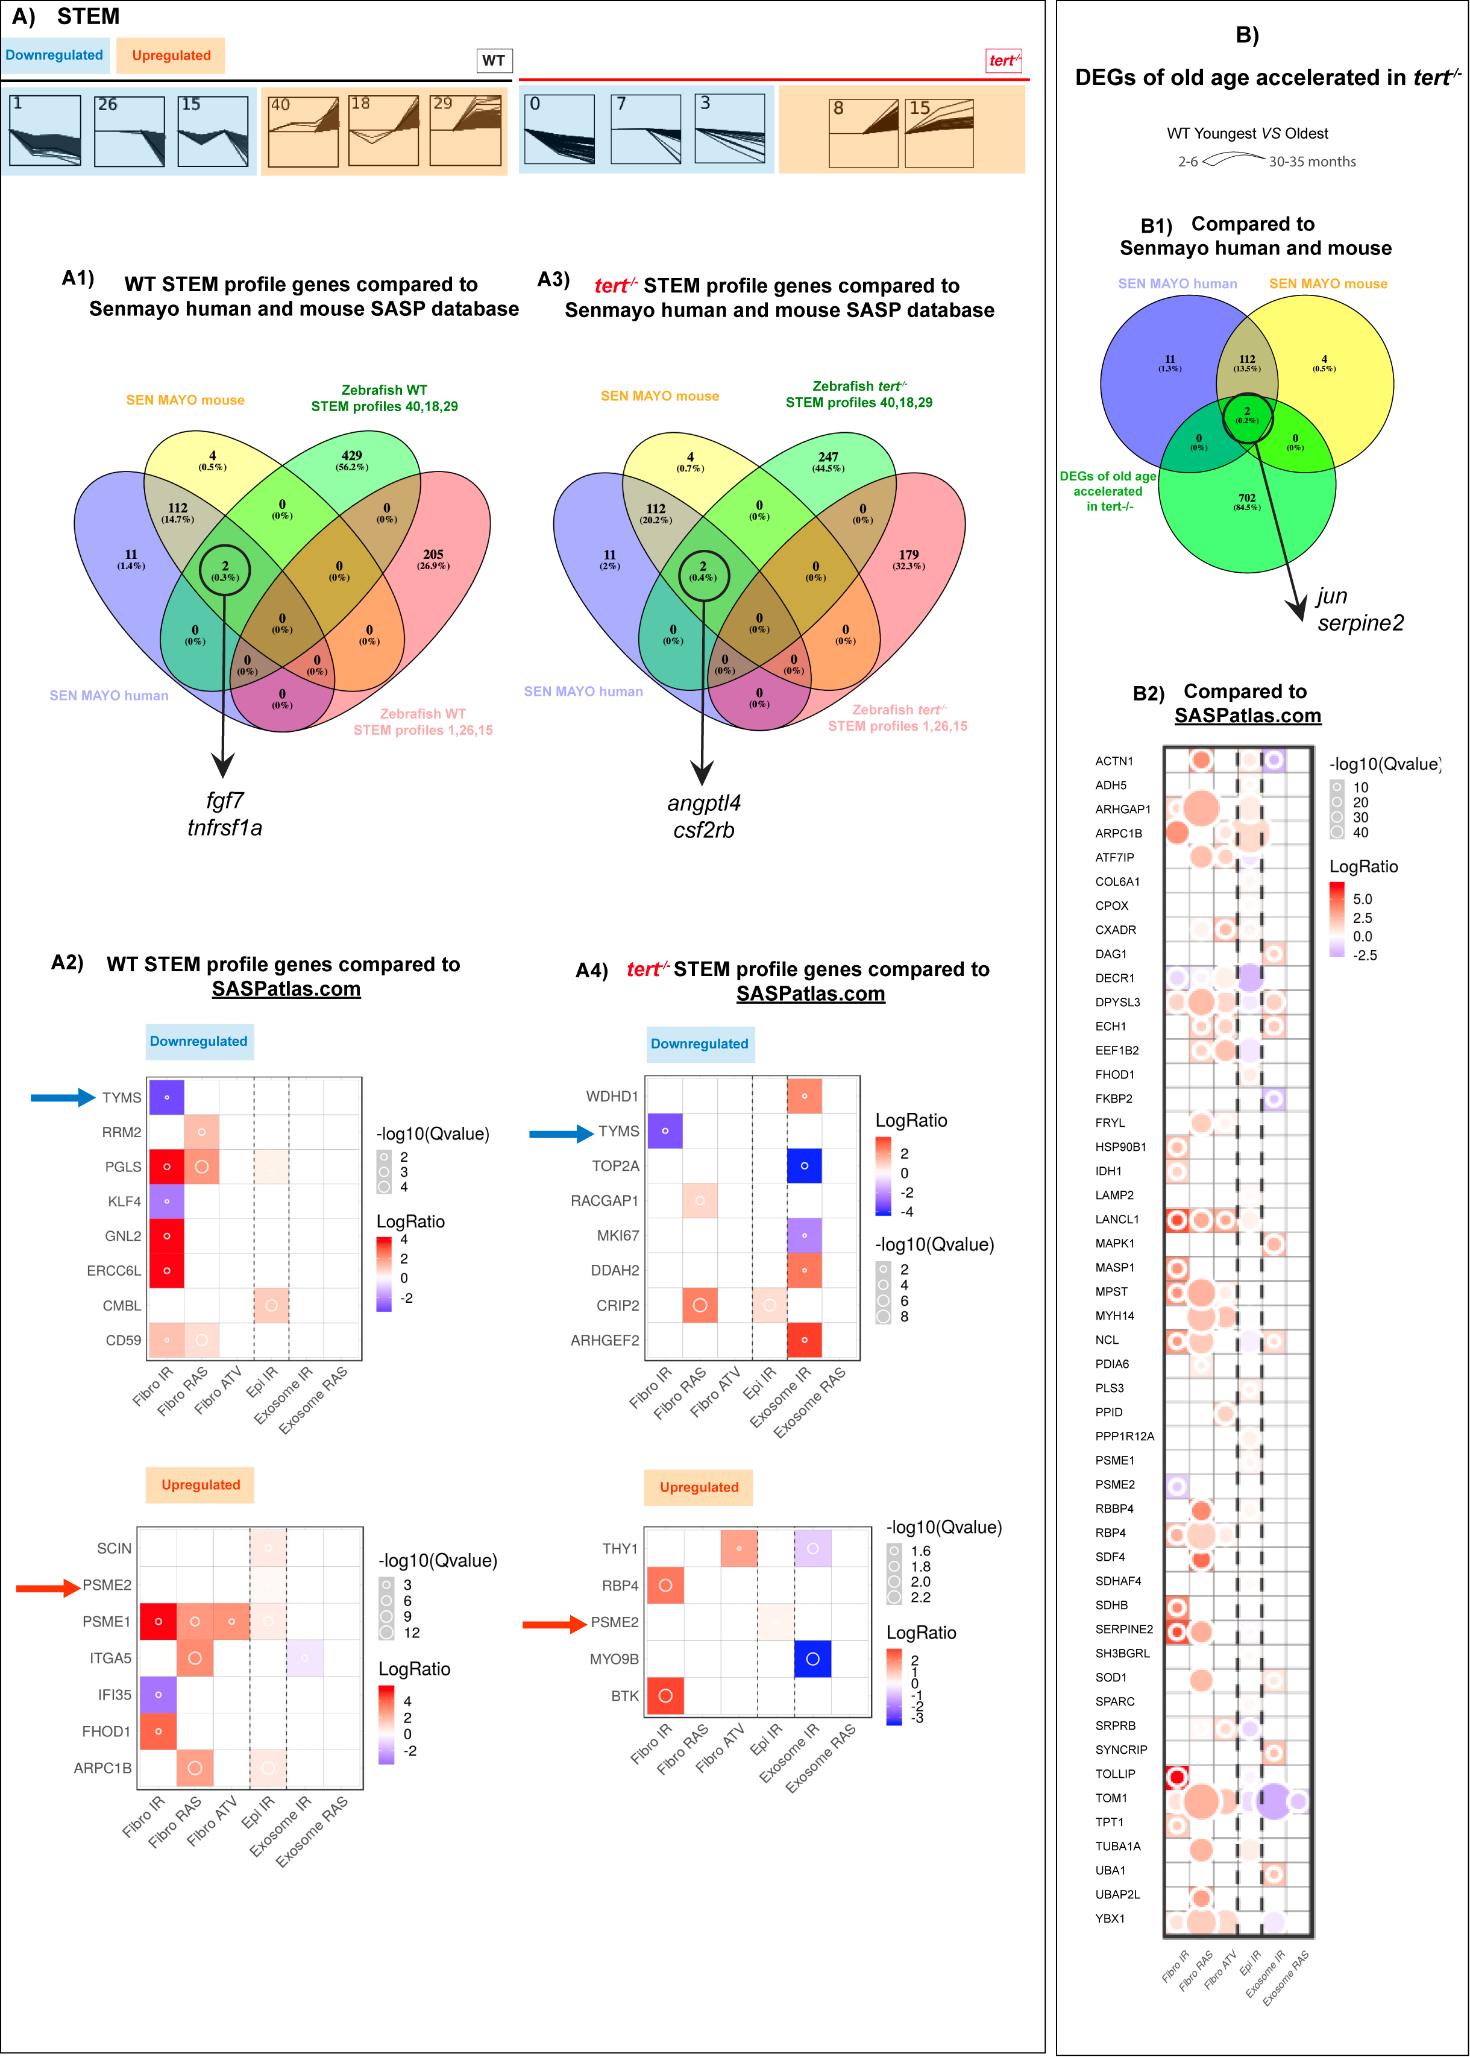
**Supplementary figure 6: SASP candidates and telomerase dependencies in aged zebrafish brains. A1**) List of putative SASP molecules identified in the RNA sequencing data of significantly up-regulated DEGs in WT young (2-6 months) *versus* old (30-36 months), when searched using the saspatlas.com database. Red arrows point to telomerase Tert-dependent putative SASP molecules, i.e., up-regulated at earlier ages in *tert^-/-^* zebrafish as identified in A2). Black rectangles highlight that 8/13 of these putative SASP factors are also upregulated in RAS-induced senescence of fibroblasts in vitro, which is the type of senescence with more SASP factors in common with aged zebrafish brain, out of the ones available in saspatlas.com. **A2**) Ven diagram comparing the putative SASP factors of WT aged zebrafish brain

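Of 57 annotated genes of a textbook list of secreted factors of senescent cells, 11 were higher and 4 lower in old WT brains (median log2 fold change 1.03), and the list did not pass the test (Fisher's exact test, adjusted p = 0.109). The list is not of secreted factors only, as the lower genes include that of the transcription factor subunit jun. fgf7, a fibroblast growth factor, had a log2 fold change of 1.55 (standard error 0.65, adjusted p = 0.0161) and tnfrsf1a, a receptor of tumour necrosis factor, one of 1.44 (standard error 0.25, adjusted p = 4.44e-08) in the authors' deposited table. psme2, a subunit of the proteasome activator, was at 1.33 (standard error 0.38, adjusted p = 0.000901) in the authors' deposited table. tyms, which encodes thymidylate synthase and is not a member of the list, was lower, at -2.73 (standard error 0.63, adjusted p = 4.10e-05) in the authors' deposited table. The log2 fold change in the authors' deposited table was 1.03 (standard error 0.24) for the cytokine gene il15, 0.80 (standard error 0.19) for the chemokine gene cxcl12a and 0.52 (standard error 0.11) for the metalloproteinase inhibitor gene timp2a. mmp15a, a matrix metalloproteinase, was at -1.73 (standard error 0.28) and vegfaa, a growth factor of blood vessels, at -0.51 (standard error 0.20) in the authors' deposited table. jun, a subunit of the factor AP-1, was at -0.64 (standard error 0.13) and serpine2, a serine protease inhibitor, at -0.40 (standard error 0.14) in the authors' deposited table. Without the genes that another list holds, the list passed the test (14 genes, 78.6% higher, adjusted p = 0.0467, in a range from 0.0467 to 0.801 over its alternatives), so that its result depends on which members are counted.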

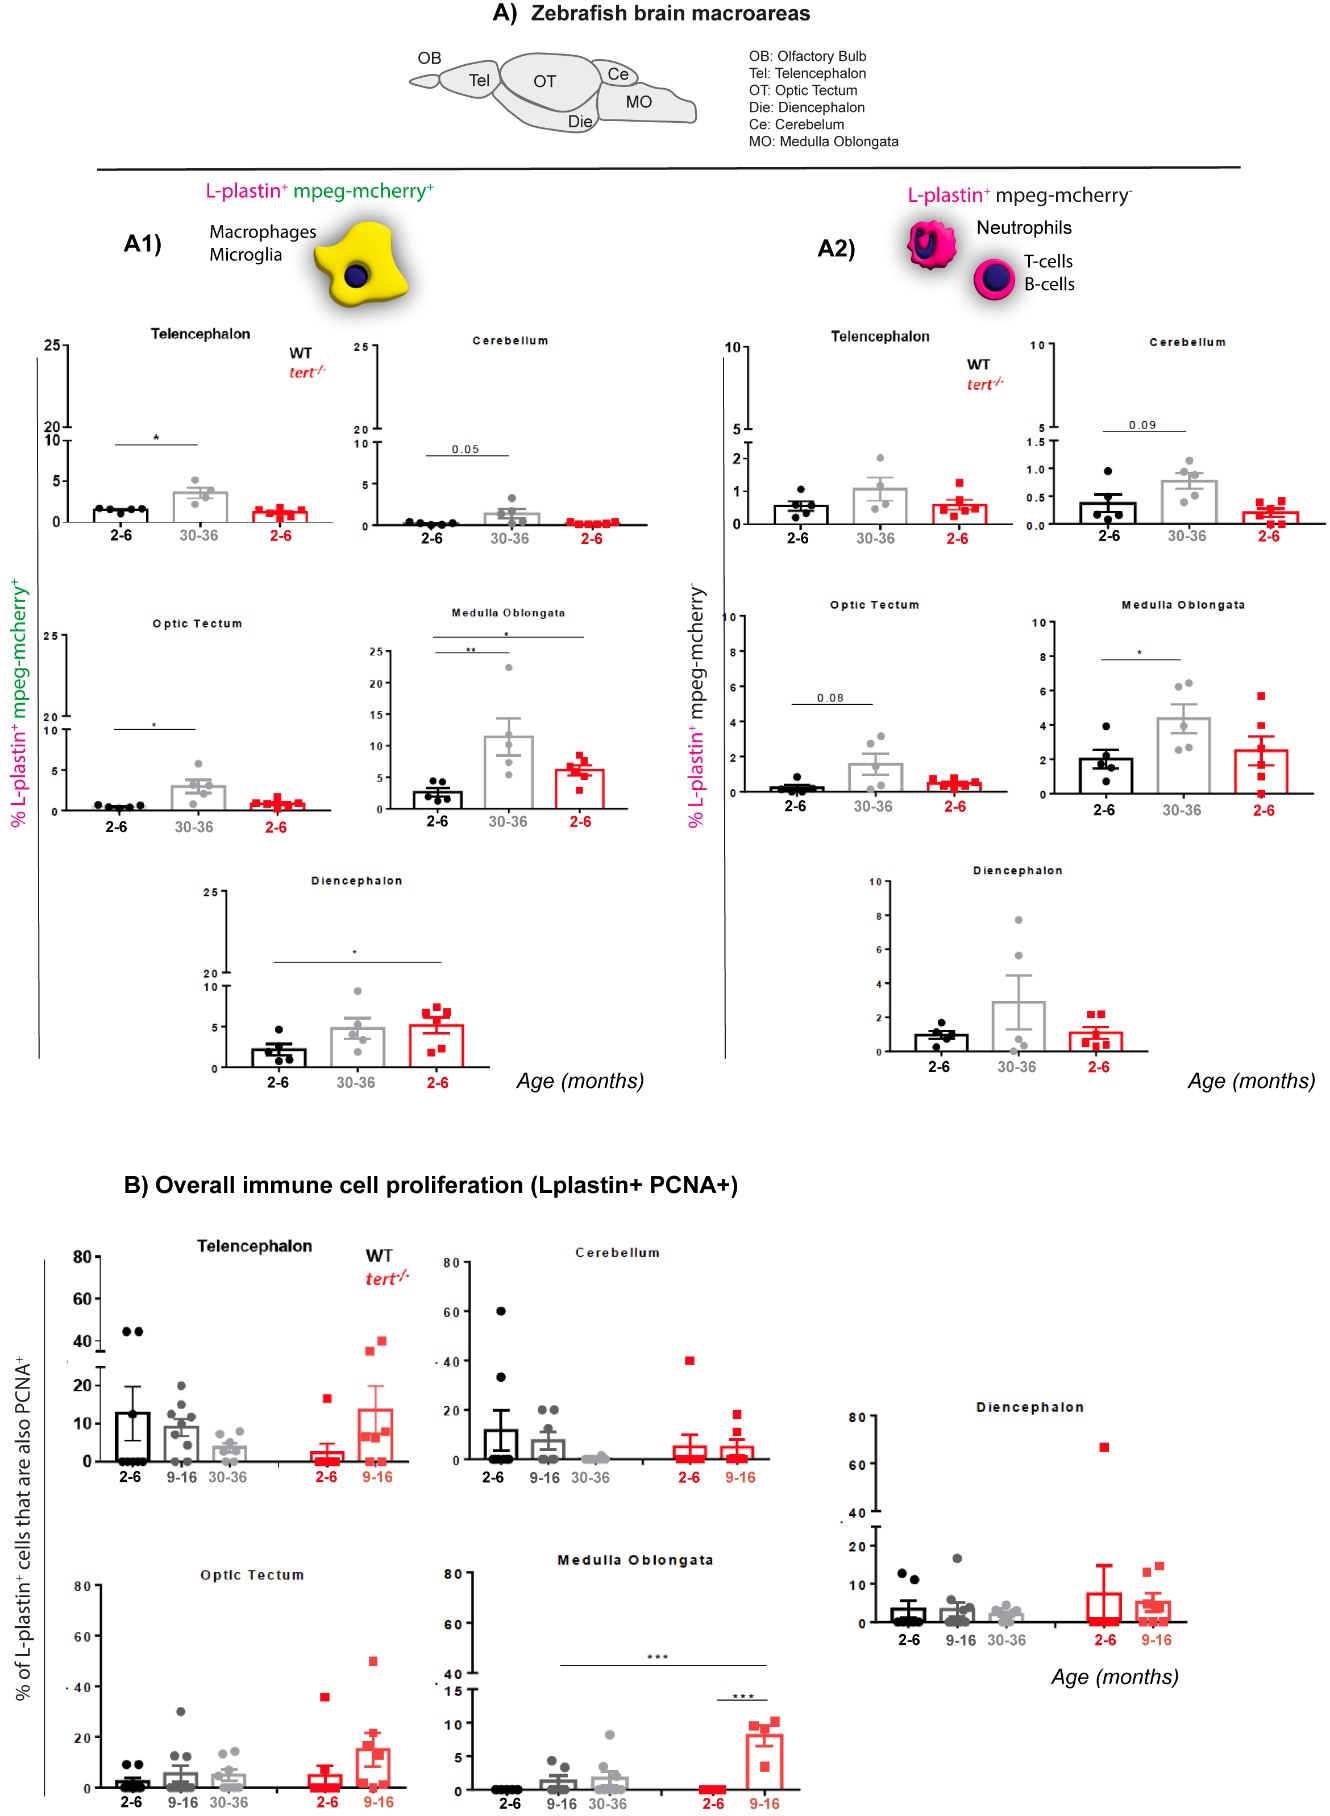
with the previously identified “DEGs of old age” accelerated in the absence of telomerase (see Fig 1 and supplementary data source files)

**Supplementary figure 7:** **Distribution of immune cells in the zebrafish brain with ageing, per macro areas.** (A1) Quantification of macrophages and microglia cells (Lplastin*^+^; mpeg-*mCherry*^+^* cells) and (A2) quantification of putative T and B cells (Lplastin*^+^;* *mpeg*-mCherry^-^ cells) in the telencephalon, cerebellum, optic tectum, medulla oblongata and diencephalon of WT and *tert^-/-^* fish. (B) Quantifications of immune cell proliferation (Lplastin^+^; PCNA^+^ cells) in the different macro areas of the brain (telencephalon, cerebellum, optic tectum, medulla oblongata and diencephalon), in WT and *tert^-/-^* fish. N=4-9. Each dot represents one animal. Bar errors represent the SEM. * <0.05; ** <0.01; *** <0.001.

How the deposited data were processed for this re-analysis (not part of the article)

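Whole brains of WT and tert−/− zebrafish were sequenced as poly(A) RNA, and the analysis used 1 comparison, WT at 30–36 months against WT at 2–6 months. The submitters name cutadapt 3.0, MultiQC 1.9, STAR, HTSeq and the GRCz11 assembly for the steps from reads to counts, and the paper names featureCounts for counting and DESeq2 for the comparison. None of these steps was repeated, as the data hold the authors' comparison and no counts. The signal that the authors deposited is the mean normalized count of a gene over the libraries of their fit. The log2 fold change and its standard error that the authors deposited compare old with young fish, and the log2 fold change is a shrunken estimate, with a median ratio of 0.87 to the product of the Wald statistic and the standard error. The scores that the authors deposited are the Wald statistic of DESeq2 and, in base pairs on GRCz11, the positions of each gene and its distance to the nearer chromosome end. The p-value columns that the authors deposited are the p of the Wald test and its Benjamini-Hochberg adjusted p, and the p was checked to equal the two-sided normal p of the Wald statistic. The table comes in 3 sheets, the whole list and its higher and lower genes, which hold the same 2885 genes.

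The 2 gene identifiers that occur in 2 entries were counted once. Gene identifiers were joined to the reference table of gene names, where 2778 have a symbol. The number of tested genes was worked out from the ratio of adjusted to raw p. The gene lists, the tests, the rule for named genes and the alternatives were set before the data were examined, apart from the tests named in the closing section. The 31 lists are cell cycle and mitosis, DNA replication, DNA damage and repair, cell cycle inhibitors and senescence, telomere, neural progenitor, oligodendrocyte, microglia and macrophage, lymphocyte, neutrophil, antigen presentation, interferon, complement, secreted factors of senescent cells, ribosomal protein, oxidative phosphorylation, synapse and neuron, endothelial and blood-brain barrier, heat shock and protein folding, oxidative stress, chromatin regulation, immediate early, glucocorticoid response, circadian clock, ciliated and ependymal, erythrocyte, pituitary, pineal and photoreceptor, fibroblast and meninges, skeletal muscle and exocrine pancreas. Named genes are every gene the paper names, whose published values had been seen, the 10 higher and 10 lower genes with the smallest adjusted p and a gene name that is not clone-based, the 5 higher and 5 lower genes with the largest change at a mean normalized count of at least 50, and up to 4 members per direction of each list with the smallest adjusted p. The direction of each list with at least 5 called genes was tested with Fisher's exact test, two-sided, at an adjusted p under 0.05. The share of higher genes has an exact binomial (Clopper-Pearson) interval at 95%, and relations across genes were tested with Spearman's rho and 100000 permutations. Intervals around a log2 fold change are 95% normal intervals from its standard error, centred on the shrunken estimate. The direction test was tried on 500 lists of 20 genes drawn at random from the called genes, of which 4.80% passed an unadjusted p of 0.05, and with 18 of the 20 genes made lower 100% passed. Random draws do not mimic lists of genes that move together, so that they do not give the error rate for the real lists.

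The alternatives were adjusted p thresholds of 0.01 and 0.001, absolute log2 fold changes of at least 1 and 0.5, mean normalized counts of at least 50 and 200, the Bonferroni adjustment, entries with a gene symbol that occurs once, lists without shared genes, called genes of no list as the comparison, and, for gene span and chromosomes, all called genes but those of the cell cycle, DNA replication and immune lists. The depth of each library is not in the table; the paper gives a minimum number of uniquely mapped reads that all samples reached and a coverage of the transcriptome as an average over samples. The counting error of a gene therefore enters only through the authors' standard error. The other ages of WT, the tert−/− fish and expression profiles over time were left out because no table for them was analysed. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used.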

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

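Of the tests in this part, the comparison of the synapse median with the cell cycle median and the windows of 1 and 2 Mb at chromosome ends, with the reduced gene set in all 3 windows and the further tests at 1 Mb, the medians by mean count and the matched draws of genes, were chosen only after the result was seen. Apart from the fall of cell division genes, which the paper discusses, the 6 results that follow concern genes that it does not discuss as groups, and the 4 gene lists among them were picked out after their values were seen.

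All 14 called genes of the immediate early list, which respond to neuronal activity and handling, fell in old WT brains (40 annotated, median log2 fold change -1.19, Fisher's exact test, adjusted p = 0.000402, which became 0.0565 under the Bonferroni adjustment, in a range from 0.000268 to 0.0565). egr4 was at -2.15 (standard error 0.27), fosab at -2.55 (standard error 0.44) and btg2 at -1.57 (standard error 0.25) in the authors' deposited table. All 14 called genes of the endothelial and blood-brain barrier list fell too (62 annotated, median -0.59, Fisher's exact test, adjusted p = 0.000402), with under 5 genes left for a test at an absolute log2 fold change of at least 1 and under the Bonferroni adjustment. The collagen IV genes col4a1 and col4a2 were at -1.24 (standard error 0.24) and -1.33 (standard error 0.17), and cdh5, a cadherin of endothelial cells, at -0.71 (standard error 0.14) in the authors' deposited table. All 6 called genes of the circadian clock list, which follow the time of day, rose (33 annotated, median 0.60, Fisher's exact test, adjusted p = 0.0238); against called genes of no list the adjusted p was 0.0577, in a range from 0.0139 to 0.0577, and 3 of 9 alternatives left too few genes for a test. per2 was at 0.54 (standard error 0.14) and cry1a at 0.47 (standard error 0.08) in the authors' deposited table. All 7 called genes of the exocrine pancreas list fell (28 annotated, median -1.54, Fisher's exact test, adjusted p = 0.0300); at an adjusted p under 0.01 for the genes it was 0.0998, in a range from 0.00374 to 0.0998, and 3 of 9 alternatives left too few genes for a test. The elastase gene ela2l was at -3.08 (standard error 0.65) and the trypsin-like gene prss59.1 at -1.54 (standard error 0.38) in the authors' deposited table, and ela2l is among the 121 genes with an absolute log2 fold change of at least 3.

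Against low counts as the cause of the fall of cell division genes, all 6 cell cycle genes with a mean normalized count of at least 200 were lower. Set against called genes outside the list at any count, their unadjusted p was 0.0313 (Fisher's exact test). Set against those at a count of at least 200, the list missed the threshold (Fisher's exact test, adjusted p = 0.0686). All 6 lower is the most extreme outcome that 6 genes can give, so that this miss does not decide the question. At a count of at least 50, all 22 called cell cycle genes were lower, while 44.9% of the other called genes there were higher (Fisher's exact test, adjusted p = 1.53e-05). This argues against counts under 50 as the cause of the direction, while counts of 50 to 200 are not excluded. The median log2 fold change was -2.31 for the 16 genes at 50 to 200, -1.75 for the 50 under 50 and -0.43 for the 6 at 200 or more. As these are shrunken estimates, the smaller fall under 50 does not argue against low counts. Apart from mki67, those 6 are the lamin genes lmnb1 and lmnb2 and, named after their values were seen, rad21a, smc1al and zw10, genes of cohesin and the kinetochore, with values from -0.59 to -0.24 in the authors' deposited table, so that outside mki67 the fall was smaller at high counts. Called synapse genes had a median log2 fold change of -0.34 (lower quartile -0.64) against -1.84 (upper quartile -1.41) for cell cycle genes. The 2 lists differ in mean count, with 11 of 12 synapse genes but 6 of 72 cell cycle genes at 200 or more. There the cell cycle median was -0.43 (upper quartile -0.32), near that of the synapse genes. The 2 medians therefore cannot decide whether a dilution of all neural RNA is the whole cause. Dilution as the whole or a part of the cause stays open, as 58.3% of 12 called synapse genes were lower (exact 95% interval 27.7 to 84.8), as were 86.2% of 29 called oligodendrocyte genes (median -0.82), 97.2% of 36 called progenitor genes (median -0.63) and all 14 called endothelial genes. A change with age itself, the difference that the comparison names, stays open and was not tested.

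A set of 121 called genes has an absolute log2 fold change of at least 3, of which 87 are higher and 34 lower. Of these, 37 have another within 500 kb, where 10000 draws of as many called genes gave a median of 14 and at most 34 (permutation p = 0.0001, the smallest the draws can give), which is consistent with a strain or haplotype difference between the fish. Low counts are also consistent with the set, whose median mean normalized count was 19.9 against 188 for all called genes, with 22 of the 121 at 50 or more. Clone-based names were carried by 73 genes of the set (60.33%) and 14.9% of the other called genes (Fisher's exact test, p = 2.15e-28), and some neighbours overlap and share a name stem, such as ggact.2 within ggact.3; without neighbours that overlap or share a name stem, 35 genes had another, against a median of 16 and at most 36 in draws with as many clone-named genes (permutation p = 0.0003), which argues against these as the whole cause. Paralogs among clone-named genes cannot be read from their names and stay open, as do sequence variants and an effect of age on these genes, which were not tested.

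Called genes within 1 Mb of a chromosome end were higher in 60.302% of 199 cases against 46.9% elsewhere (Fisher's exact test, p = 0.000298), beside 57.5% at 2 Mb (p = 0.000285) and 51.3% at the 5 Mb set at first, where the test missed its threshold (p = 0.0545), so that a change of expression near chromosome ends stays a hypothesis. The tables argue against clone-named, immune and strongly changed genes as its whole cause at 1 Mb (58.5% against 42.3% without them, Fisher's exact test, p = 8.79e-05) and 2 Mb (53.0% against 42.3%, p = 0.00221), while at 5 Mb the genes without them missed the threshold as well (47.0% against 42.5%, p = 0.0903). They argue at 1 Mb, the only window where this was tested, against gene span or mean count, each taken alone, as the whole cause (common odds ratio 1.56, interval 1.16 to 2.10, in 10 strata of span, and 1.74, interval 1.29 to 2.33, in 10 strata of count). Span and count together were not tested. With chromosomes as the units, and again at 1 Mb only, the mean difference was 14.0 percentage points, above 0 on 18 of 25 chromosomes (sign-flip permutation p = 0.00877), and leaving out 1 chromosome gave at most p = 0.00224, which argues against a few chromosomes or gene blocks. GC content and telomere length in these fish were not tested and stay open.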

How the results depend on the processing

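The alternatives were planned, apart from the windows at chromosome ends and the reduced gene set there. No paired analysis was possible because the table holds 1 comparison and its columns carry no replicate numbers. The tests per library (leaving out replicates, a replicate block, other normalizations or pseudocounts) and the summed exon length were not run, as neither values per library nor exon positions were used here, and without total counts per library, for which the paper gives a minimum over all samples, the precision of genes with low counts rests on the authors' standard errors. Fewer genes pass a stricter threshold by construction, and an alternative that left no gene of a list gave no value. Higher and lower genes numbered 793 and 871 at an adjusted p under 0.01, 435 and 519 (45.6% higher) under 0.001, 518 and 378 (57.8%) at an absolute log2 fold change of at least 1, 601 and 798 (43.0%) at a mean count of at least 200, and 235 and 341 (40.8%) under the Bonferroni adjustment; the share was 50.7% with 921 lower at an absolute log2 fold change of at least 0.5 and 44.5% at a mean count of at least 50. Lists past the threshold numbered 9 at a mean count of at least 200 and 7 under the Bonferroni adjustment, against 14, and 11 to 15 under the other 8 alternatives. Of 254 results of lists under an alternative, 196 could be tested, of which 177 kept their direction and side of the threshold, 9 lost the call, 3 gained it and 7 turned direction. The 177 include the 26 lists among entries with a gene symbol that occurs once. That alternative kept all 2887 entries, so its results could hardly move and do not speak for stability. Of 58 with under 5 genes left, too few for a test, 15 belonged to lists that had passed. Among lists led with, the share higher was 40% for chromatin regulation at an absolute log2 fold change of at least 1 (5 genes, adjusted p = 0.655), 60% for lymphocytes at a mean count of at least 50 (5 genes, adjusted p = 0.845), and at 200 it was 0% for the cell cycle (6 genes, adjusted p = 0.0686), 0% for DNA replication (1 gene), 50% for lymphocytes (2 genes) and 85.7% for interferon (7 genes, adjusted p = 0.0725); under the Bonferroni adjustment it was 100% for microglia (4 genes) and lymphocytes (3 genes), too few for a test. Calls were gained by DNA damage and repair at an absolute log2 fold change of at least 1 (adjusted p = 0.00716), oxidative stress at an adjusted p under 0.01 (0.0413) and secreted factors without shared genes (0.0467). Direction is the share higher set against that of the comparison genes, and in 20 results, all of lists that had not passed, it turned, 13 of them with under 5 genes. The share was, for heat shock, 57.1% under 0.01, 100% under 0.001 and 100% under Bonferroni; for erythrocytes 25% under 0.01, 33% under 0.001 and under Bonferroni and 40% at a mean count of at least 50; for synapses 50% under 0.001 and Bonferroni and 45.5% at a mean count of at least 200; for complement 50% at a change of at least 1 and 0% under Bonferroni; for the pituitary 100% at a change of at least 1 and 50% at a mean count of at least 50 and under Bonferroni; and 50% for DNA damage and repair and 57.1% for fibroblasts at a mean count of at least 200. In the other 3 the list's share stayed at 50% and only the comparison moved past it, from 47.8% to 57.8% for erythrocytes at a change of at least 1 and to 50.2% for erythrocytes and ciliated cells against genes of no list. The relation of change to gene span had a rho of -0.039 at a mean count of at least 50 (permutation p = 0.0701). Where the construction does not give the reason, the cause was not tested.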

Differences from the paper's values

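No test in this part was chosen after the result was seen. For cdkn2a/b the adjusted p is 0.00405 in the authors' deposited table, while the paper's figure prints about 0.00044 in Fig. S4, read by eye, which is also the value it prints for parp3. Of the alternatives set before the data were examined, the Bonferroni adjustment gives 1 and differs from the paper's value as well; no alternative that was run reaches it. The log2 fold changes of cdkn2a/b, ctss2.1 and parp3 and the adjusted p of ctss2.1 and parp3 match those printed in the figure. The paper's total of DEGs of old age, 2887, matches the number of entries, and 2885 distinct genes were counted here.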

Other observations

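Of the tests in this part, the relation with mean normalized count was chosen only after the result was seen. Of 70 annotated genes of neural progenitors and young neurons, 35 fell and 1 rose in old WT brains (median log2 fold change -0.63, Fisher's exact test, adjusted p = 3.32e-08). insm1a, a factor of neurogenesis, was at -2.14 (standard error 0.17, adjusted p = 5.76e-34), sox4b at -1.23 (standard error 0.16) and her4.4, a target of Notch signalling, at 0.80 (standard error 0.45) in the authors' deposited table, with an interval that includes 0 for her4.4. Of 48 annotated oligodendrocyte and myelin genes, 25 fell and 4 rose (median -0.82, Fisher's exact test, adjusted p = 0.000587). mpz, which encodes myelin protein zero, was at -1.70 (standard error 0.13) and gpr17, a receptor of oligodendrocyte precursors, at -2.80 (standard error 0.24) in the authors' deposited table. Of 93 annotated genes of oxidative phosphorylation, 10 rose and 1 fell (median 0.32, Fisher's exact test, adjusted p = 0.0109), and the call ended under 2 of 10 alternatives, with 3 others that left too few genes for a test (adjusted p from 0.00219 to 0.458 where tested). sdhda, a subunit of succinate dehydrogenase, was at 0.77 (standard error 0.18), ndufa1, a subunit of complex I, at 0.30 (standard error 0.08) and cox7a1 at -1.97 (standard error 0.61) in the authors' deposited table.

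The tested lists that follow did not pass the test. Synapse and neuron genes were 5 higher and 7 lower (adjusted p = 0.878), with the neurofilament genes nefla at -0.71 (standard error 0.17) and nefmb at -1.15 (standard error 0.23) and snap25a, a protein of synaptic vesicle fusion, at 0.30 (standard error 0.06) in the authors' deposited table. Genes of fibroblasts and meninges were 6 higher and 12 lower (adjusted p = 0.334), of ciliated and ependymal cells 5 higher and 5 lower (adjusted p = 1), of the pituitary 2 higher and 3 lower (adjusted p = 1) and of skeletal muscle 2 higher and 4 lower (adjusted p = 0.814). With fewer than 5 called genes, 5 lists were not tested. Ribosomal protein genes were 1 higher and 1 lower, and both called genes of the pineal and photoreceptor list were higher. The 3 called telomere genes were lower, with ctc1, ten1 and terf2ip at -0.67, -0.90 and -0.53 in the authors' deposited table, which does not list tert. The 4 called genes of the glucocorticoid response were higher, with hsd11b2, which inactivates cortisol, at 1.65 (standard error 0.31) in the authors' deposited table.

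Of 17 genes of Fig. 1D, 16 are in the table, each in the paper's direction, and fancl is not. The paper took these genes from expression profiles over time in the same sequencing data, so that the shared direction is no independent check. In the authors' deposited table, si:dkey-225f5.4 was at -2.96 (standard error 0.78), klf9 at 1.09 (standard error 0.34), lyn at 1.10 (standard error 0.26) and mhc1uka at 2.64 (standard error 0.46). The value was -1.16 (standard error 0.71) for asf1ba, -1.08 (standard error 0.80) for nog1 and -1.02 (standard error 0.58) for zgc:101100 in the authors' deposited table, and the intervals of these genes and of recql4 include 0. idh1 was at -0.46 (standard error 0.15), lancl1 at 0.52 (standard error 0.23), masp1 at -0.67 (standard error 0.32), ncl at 0.25 (standard error 0.08) and tuba1a at -0.59 (standard error 0.21), and mpeg1.1, a macrophage gene, at 1.15 (standard error 0.41) in the authors' deposited table. pcna and lcp1 are not in the table.

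Across the 2885 called genes, which are not independent replicates, log2 fold change fell with gene span (Spearman's rho -0.075, permutation p = 3.0e-05) and with mean normalized count (rho -0.11, permutation p = 1e-05, the smallest that the permutations can give); 2 relations were computed. Without the genes of the cell cycle, DNA replication and immune lists, rho with gene span was -0.067 (permutation p = 0.00056), and among genes with a mean normalized count of at least 50 the call ended (rho -0.039, permutation p = 0.0701). No chromosome differed in direction from the others after adjustment over 25 chromosomes (Fisher's exact test), with the smallest adjusted p of 0.134 on chromosome 4, where 65 genes were higher and 41 lower (unadjusted p = 0.00536), and the only other unadjusted p under 0.05 was that of chromosome 9 (0.0374, with 40 higher and 66 lower). The log2 fold change and the Wald statistic differed in sign for 1 gene, rab14l, which was chosen after its values were seen, at -0.14 (standard error 0.40) and 6.32 in the authors' deposited table. The 95% interval of the log2 fold change included 0 for 172 genes (5.96%), and the log2 fold change was smaller than 1 standard error for 28. These intervals are centred on shrunken values, while the calls rest on the Wald test, so that they do not contradict the calls.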
